# Circadian alignment of early onset caloric restriction promotes longevity in male C57BL/6J mice

**DOI:** 10.1126/science.abk0297

**Published:** 2022-05-05

**Authors:** Victoria Acosta-Rodríguez, Filipa Rijo-Ferreira, Mariko Izumo, Pin Xu, Mary Wight-Carter, Carla B. Green, Joseph S. Takahashi

## Abstract

Caloric restriction (CR) prolongs lifespan, yet the mechanisms by which it does so remain poorly understood. Under CR, mice self-impose chronic cycles of 2-hour-feeding and 22-hour-fasting, raising the question whether calories, fasting, or time of day are causal. We show that 30%-CR is sufficient to extend lifespan 10%; however, a daily fasting interval and circadian-alignment of feeding act together to extend lifespan 35% in male C57BL/6J mice. These effects are independent of body weight. Aging induces widespread increases in gene expression associated with inflammation and decreases in expression of genes encoding components of metabolic pathways in liver from *ad lib* fed mice. CR at night ameliorates these aging-related changes. Thus, circadian interventions promote longevity and provide a perspective to further explore mechanisms of aging.

## One-Sentence Summary

Timed caloric restriction at night enhances longevity.

Caloric restriction (CR) without malnutrition or starvation, achieved by reducing ~30% of daily food intake, is the most effective non-pharmacological intervention that improves lifespan in model organisms (1); however, the underlying mechanisms remain unclear (2–6). Classical CR protocols in mice lead to a temporal restriction of food intake with a long (>22h) fasting interval because mice consume the food as soon it becomes available (7–9). Timed food administration is a potent signal that entrains circadian clocks in peripheral tissues such as liver (10–12). Thus, in addition to reducing daily energy intake, CR resets complex circadian programs of gene expression in tissues throughout the body (13–15). Although decreased energy intake is commonly thought to be the critical factor that extends lifespan, it is possible that the timing of food intake is a key component. The changes caused by time-restricted feeding can have profound effects on physiology (16). For example, mice (which are nocturnal) fed a high-fat diet only during the day gain significantly more weight than mice fed the same diet only during the night phase (17). Also, mice fed a high-fat diet restricted to an 8-hour window during the night were protected against diet-induced obesity, hepatic steatosis, hyperinsulinemia, and inflammation compared to mice fed *ad libitum* (AL) (18, 19). Thus, temporally restricted feeding at night, which is the normal active and feeding time of day for mice, is beneficial.

Although the timing of food intake can have an impact on health, it remains unclear whether the timing and frequency of feeding also affect lifespan in mice (16, 20, 21). Food consumption triggers behavioral and metabolic changes in mammals that have profound impacts on health status (22). We dissected the contributions of feeding time and fasting under caloric restriction and compared behavioral, metabolic, and molecular outcomes throughout lifespan. We tested five different CR protocols as well as an AL control group using automated feeders (7). After 6 weeks of baseline AL food access, C57BL/6J male mice were subjected to 30% CR. Mice were fed (9–10 300-mg food pellets; 9.72–10.8 kcal) every 24h starting at the beginning of the day (CR-day) or night (CR-night) similar to classical protocols in which mice consume their food within 2h as one meal (7). In order to prevent the 2h-binge eating pattern and to reduce the fasting interval to ~12h, two additional CR groups of mice were fed a single 300-mg pellet (1.08 kcal) delivered every 90 min to distribute the food access over a 12h-window either during the day (CR-day-12h) or during night (CR-night-12h). A fifth CR group of mice was fed a single 300-mg pellet every 160 min continuously spread out over 24h (CR-spread) to abolish the rhythmic pattern of food intake and to prevent any fasting intervals (Fig. 1A).

## Behavioral and body weight dynamics with age

To select the diet for the longevity studies, we first compared standard lab chow (Teklad Global 2018) with two different precision food pellets with similar caloric content but different compositions: a grain-based diet that we used previously (F0170) (7) and a purified diet (F0075) (fig. S1A). We found that mice fed the purified diet showed similar body weight gain to the standard lab chow; however, the mice fed grain-based pellets gained significantly more weight (fig. S1B). Because the composition of grain-based diets is known to vary by batch and by season of the year (23), and because longevity experiments require at least 4 years duration, we chose the purified diet that can be completely defined and maintained over the entire duration of the lifespan experiments, and did not cause excessive weight gain compared to lab chow. We used an automated feeding system (7) and monitored feeding and wheel-running activity of individually housed mice continuously throughout their lifespan. This allowed us to measure behavioral and metabolic changes in mice under all 6 feeding conditions as they aged. In agreement with previous studies (24), mice under unrestricted feeding (AL) gradually increased their body weight until 20 months of age, after which they showed an age-related decline (Fig. 1B, and fig. S2). All CR groups maintained lower body weights throughout lifespan, consistent with lower food intake (Fig. 1B, and fig. S3). We previously showed that CR-day mice gained more weight than CR-night mice with the grain-based diet (7) but this effect was not reproduced with the purified diet (fig. S2), perhaps due to the difference in fat source of the two diets (fig. S1A). Long-term recordings of feeding events showed that mice adjusted their feeding patterns to match the externally controlled availability of food (including daytime feeding and 24h spread-out feeding). These feeding patterns were consistently maintained throughout their lifespan (Fig.1, C and E, and fig. S4A, and Data S1). Mice in the AL group normally consumed about 75% of their food at night and maintained this pattern of food consumption throughout life with a gradual increase in food consumption with age after the first year (Fig. 1F, and fig. S4A). Mice in the CR-night-2h and CR-day-2h groups with 24h access to 30% caloric restriction (relative to AL controls for the first 200 days of study) rapidly consumed their daily allotment within 2h as previously described (Fig.1, C and E) (7), and this 2-hour intake pattern was maintained throughout their lifespan (fig. S4A). Although AL mice increased their food consumption after 1 year of age, we did not increase the amount of food for the CR groups (fig. S3), and therefore the caloric restriction increased from 30 to ~40% compared to AL at later ages. Similarly, animals exposed to CR with food access spread over 12 hours or 24 hours also adapted to the imposed meal pattern, by eating each pellet as soon as it became available, which was every 90 min (CR-day-12h and CR-night-12h) or every 160 min (CR-spread) (Fig. 1, C and E, and fig. S3 and S4A). When examining the median phase of feeding, which is the time at which mice ate 50% of their daily allotment, we observed that the phase for classic CRs is 1h after the food onset (ZT 1h for CR-day-2h, and ZT 13h for the CR-night-2h). For the CR-spread, the phase is ZT12, since they eat equal amounts during the day and night (fig. S4A). The feeding pattern is also consistent with daily changes in body weight (fig. S4B). With the exception of the CR-spread group, in which the food is equally distributed throughout the day, body weight changed throughout 24h with a significant increase during the feeding time (fig. S4B). This finding is more pronounced in classic CR protocols, with highest body weight gain of 3g occurring between ZT0-4 in CR-day-2h and ZT12-16 in CR-night-2h. These body weight gains are consistent with the observation that mice eat their entire allotment (2.7–3 g) as one single meal within 2h.

All groups maintained a normal nocturnal locomotor activity pattern for life with the exception of the day-fed mice which tended to have more daytime activity (Fig.1, C and D). Overall, these long-term recordings show that when food is restricted to the daytime, mice interrupt their “rest phase” to eat but maintain most activity during the nighttime (Fig.1, C and D). Therefore, feeding and locomotor activity are misaligned with daytime feeding in these animals throughout lifespan, which would be expected to lead to adverse metabolic consequences (25, 26). Activity of the mice declined as they aged (27), with AL mice having the lowest activity levels as compared to the CR groups between 6 and 18 months of age (Fig.1G, and fig. S5, Two-way ANOVA; age, p < 0.0001; feeding, p < 0.0001; interaction NS).

## Lifespan extension by CR depends on feeding time

We investigated the contribution of calories, feeding time, and fasting period on longevity. Caloric restriction was sufficient to extend median lifespan in male mice, but the range of this extension depended on when the food was consumed (Fig. 2A). The percentage of lifespan extension varied across conditions. Consistent with other reports, AL mice had a median lifespan of 792 days (24, 28). CR fed mice lived 10 to 35% longer than AL mice depending on the CR group. The CR-spread group which had a 30% reduction in calories but with feeding spread throughout the day-night cycle had a median lifespan of 875 days which is 10.5% longer than that of AL mice, demonstrating that caloric restriction alone without time restriction or fasting is sufficient to extend longevity. The CR-day-12h and CR-day-2h groups had median lifespans of 942 and 959 days, respectively, which are 18.9% and 21.1% longer than the lifespan of AL mice. Thus, in addition to the reduction in calories, a minimum of 12 hours of fasting induces its own benefits on longevity. There were no significant differences in lifespan when day fed mice fasted for ~22 hours vs. 12 hours, indicating that 12 hours of fasting is sufficient. CR-night fed mice outlived both CR-day groups: the CR-night-12h and CR-night-2h mice had median lifespans of 1058 and 1068 days, respectively, which are 33.6% and 34.8% longer than the lifespan of AL mice. Again, there was no additional benefit of ~22 hours of fasting as compared to 12 hours of fasting in these groups fed at night indicating that 12 hours of fasting is sufficient for prolonging lifespan. There was a significant extension of lifespan by CR-night-2h (34.8% extension) over CR-day-2h (21.1% extension) (Log-rank Mantel-Cox, p < 0.05), which differ in the relative phase of food consumption by the mice. It is possible that sleep disruption, because of misaligned feeding, could contribute to the difference in lifespan, and further studies are required to determine whether sleep is affected or not and if so, whether potential sleep disruptions can contribute to the differences in lifespan observed between CR-day vs. CR-night. However, it has recently been shown that sleep homeostasis is maintained in mice under a restricted feeding schedule in which food is only available for 4h in the middle of the “sleep” phase (ZT4-8) (29). In all five of the CR groups in this study, the mice consumed exactly the same number of daily calories throughout their lifespan (fig. S3–S4, Two-way ANOVA; age, p < 0.0001; feeding, p < 0.0001; interaction p < 0.0001); yet the pattern and circadian phase of feeding had major effects on lifespan. A >12-hour fasting interval combined with nocturnal (normal) feeding yielded the greatest benefits on lifespan. Thus, calories are processed differently depending on when they are consumed and anti-aging interventions, such as CR, can be optimized by timing them to a specific time of day. Maximum lifespan, estimated as the 10% longest lived mice in each group, was significantly longer in all the CR groups compared to AL, except for CR-spread (exact Fischer’s test, p < 0.05) (Data S1). Among the CR groups, only CR-night had a significant increase in maximum lifespan compared to CR-spread (exact Fischer’s test, p =0.0256 CR-night vs. CR-spread). This suggests that feeding and fasting cycles that are in sync with internal circadian clocks (CR-night-2h) extend both median and maximum lifespan, which is indicative of delaying the aging process as opposed to delaying the onset of a single disease.

Necropsy followed by histopathology revealed all groups had similar diseases at death, but in CR groups, these occurred at older ages (coinciding with longer lifespans) as previously reported (8). Neoplasias were the most frequent pathology in all groups, with histiocytic sarcomas being the first cause of death followed by hepatocellular carcinoma (Fig. 2C and Data S1). Histopathology analysis of the target tissues also revealed the highest incidence of lesions in the liver (Fig. 2C).

## Age-related decline in activity predicts lower survival in mice

To evaluate whether behavioral or metabolic parameters correlated with longer lifespans, we compared feeding (total daily intake), body weight, and wheel-running activity (total daily activity and % nighttime activity) with lifespan. We found no correlation of lifespan with food intake nor body weight at any age (fig. S6 and S7). However, in all feeding conditions, daily locomotor activity level positively correlated with longer lifespan after 18 months of age (Fig. 2B). Additionally, those mice that maintained higher activity levels during the normal circadian phase (at night) after 24 months of age also positively correlated with longer lifespan (fig. S8 and S9). Because voluntary wheel-running activity does not affect lifespan in mice (30), our results suggest that the level of wheel-running activity after 18 months of age could be a biomarker for healthspan. Thus, activity level of mice at older ages (> 18 months) can be used as a predictor of longer lifespan.

## Caloric restriction promotes widespread metabolic benefits

Body composition analysis at 12 and 20 months of age showed that while fat mass was significantly higher in AL vs. CR groups, there were no differences in fat mass among the CR groups (fig. S10). We assessed metabolic markers from plasma at 6 and 19 months of age. Insulin levels increased with age under AL, and such increases were attenuated by all CR groups, which maintained low insulin levels at both ages (fig. S11). In young mice, CR groups have similar insulin levels yet lower glucose in plasma as compared to AL (fig. S10 and S11), suggesting improved insulin sensitivity was associated with lower food intake. As the mice aged, similar levels of circulating glucose were found in all feeding groups even though AL fed mice had higher insulin levels than CR groups, suggesting that CR generally protects against age-related insulin resistance. Similar to that seen with insulin, leptin showed a significant age-related increase under AL that did not occur in the CR groups. While all CR groups maintain lower levels than AL at 19 months of age, only the CR-night groups were significantly lower at younger ages, suggesting that alignment of feeding may play a role in regulating satiety at both ages. Glucagon-like peptide 1 (GLP-1) is an intestinal hormone that is secreted after meals and decreases blood sugar levels by promoting insulin secretion and suppressing glucagon release (31). We found that although the levels of GLP-1 did not change with aging, the longest-lived (CR-night) groups had significantly lower levels at older ages as compared to AL (fig. S11). This indicates that CR-night mice may have an improved sensitivity to GLP-1 in regulating insulin secretion and glucose levels. Overall, the longest-lived CR groups had improved hormonal profiles, insulin sensitivity and glucose homeostasis as they aged.

## Gene expression changes with aging and caloric restriction

To determine the effects of aging and feeding at the molecular level, we assessed circadian gene expression patterns with RNA-seq in mouse liver in all six feeding conditions at two ages (young mice at 6 months and old mice at 19 months). 

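Livers of male C57BL/6J mice fed AL or kept under CR-spread, CR-day-12h, CR-day-2h, CR-night-12h or CR-night-2h were profiled at 6 and 19 months of age. Raw read counts of 21869 genes were deposited for 288 libraries, 24 in each of the 12 groups of feeding condition and age. A table of RPKM values for fewer genes in the same libraries accompanies them. The libraries were made with TruSeq reagents, and the submitters name FastQC, cutadapt, STAR and featureCounts for the steps from reads to counts, without versions. The genome build is not given in the sources used here. Total counts per library ranged from 2.80e+06 to 1.87e+07. AL livers had median totals of 9.42e+06 at 6 months and 9.38e+06 at 19 months. The CR groups had medians of 4.87e+06 to 6.15e+06 at 6 months and 7.34e+06 to 8.55e+06 at 19 months, so that in every CR group the older libraries were deeper. At 6 months of age the AL replicates differed in depth, with a median of 7.76e+06 for replicate A and 1.59e+07 for replicate B. The files give no sequencing dates, so a batch shared by all libraries of an age cannot be told apart from age. Levels below are in CPM, the counts scaled to library size with edgeR's TMM factors.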

We chose to profile liver because it is a major metabolic target of the circadian clock system (32) and because the liver had the highest incidence of age-related lesions among target tissues (Fig. 2C). We chose 6 months of age to assess fully mature adult mice and 19 months of age to assess aged mice before their obvious decline in body weight (Fig. 1B) and before there was >10% mortality in AL mice (Fig. 2A). In each group we profiled the liver at 12 time points every 4 hours for 48 hours across two circadian cycles in mice transferred to constant darkness to assess circadian rather than diurnal cycles (2 biological replicates X 12 timepoints = 24 liver samples per feeding condition). 

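The livers of each group were taken at hours 0 to 44 in steps of 4 h, with replicates A and B at each time point. The paper and the headings of the deposited tables state constant darkness, whereas the sample labels give a cycle of 12 h light and 12 h dark, and the paper's statement is used here. No mouse was sampled at more than 1 time point, and the letters A and B do not pair mice between ages or times. Because the paper calls A and B biological replicates, the p-values below rest on the spread between these mice. For the changes with age this spread includes the time of day, as the model has no term for time. An SD over the 24 libraries of a group also contains the daily variation of a rhythmic gene. For aging, the 12 groups were fitted together with edgeR's quasi-likelihood model on the raw counts of 12228 genes kept by its expression filter. A gene is said to have risen or fallen with age if its adjusted p (Benjamini-Hochberg) was under 0.05 and its fold change at least 1.5, the thresholds the paper gives with Data S2. Differences in the age effect between feeding conditions were tested directly, as interactions of age with feeding. Gene lists were fixed before the data were examined and compared with all other genes by camera, with a preset correlation of 0.01 between genes. Coordinates of genes are those of GENCODE release M21 on GRCm38, given only where it holds the same versioned identifier as the files.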

We chose to perform these gene expression experiments in constant darkness to determine if a rhythmic gene profile is circadian. Because liver cycling gene expression patterns are strongly driven by feeding cycles (33), the absence of light:dark (LD) cycles would be expected yield similar results for rhythmic gene expression in the liver to those seen in LD cycles as reported previously (11, 33). 

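Livers of old AL mice had the highest mean score on the first principal component, on which Cyp4a12a, a male-biased gene, had the largest positive loading, and Ly6d, Gpnmb, Mki67, Cidec, Mmp12, Cyp4a12b and Top2a some of the next largest. Cux2, Sult3a1 and Lepr had some of the most negative loadings on that component. Livers of young AL mice stood apart on the second component, where Hsd3b5, Mup7, Slco1a1, Serpina1e and Elovl3, genes with higher expression in male liver, were among those with the most negative loadings and Cyp2b9 and Cyp2b13, genes with higher expression in female liver, had high positive ones. Members of the Cyp and Mup families may share reads. On the first component, which held 14.9% of the variance, the mean score of AL went from 1.53 ± 8.40 (SD, n = 24 libraries) at 6 months to 38.6 ± 11 (SD, n = 24) at 19 months. On the second component, with 8.94% of the variance, AL went from -31.4 ± 5.51 to 1.07 ± 12.4 (SD, n = 24 at each age). The young CR groups had mean first scores of -20 to -7.60 and mean second scores of -0.42 to 14.8. The old CR groups had mean first scores of 2.59 to 12, between those of the young CR groups and of old AL mice. In a 2-sided permutation test of the first scores between ages, p was 1e-05, the smallest these permutations can give, in every feeding condition except CR-night-2h, where it was 0.058 (adjusted p = 0.063). At 6 months the second scores of each CR group were higher than those of AL by 31 to 46.2 (permutation p = 1e-05 for each, the smallest these permutations can give). At 19 months the first scores of each CR group were lower than those of AL, with differences of -36 to -26.6 (permutation p = 1e-05 for each, again the smallest). The components were computed from centred log2 CPM of all 12228 genes, in which a group's spread includes its time points.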

Unbiased principal component analysis showed that: i) samples from young and old groups clustered separately under AL; ii) young groups under CR clustered together and separately from AL; and iii) old groups under CR clustered together, between aged-AL and young-CR groups (Fig. 3A). This suggests that at the molecular level, the aging process is different between mice fed AL or CR; and aged-CR mice maintain a liver gene expression pattern more similar to that of the young animals.

To address the overall impact of aging at the molecular level, we performed differential gene expression analysis between young and old mice (Data S2 and Data S3). 

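Aging under AL feeding raised or lowered the expression of 1872 liver genes, which is 15.3% of the 12228 genes tested. Genes of lipid droplets and sex-biased liver genes were among those with the largest changes. Cidea, which encodes a protein that helps lipid droplets grow, was nearly absent at 6 months and expressed in every liver at 19 months. Its level was 0.044 ± 0.067 CPM (SD, n = 24) at 6 months and 20 ± 18.4 CPM (SD, n = 24) at 19 months, and all 24 old livers lay above the median of the young ones. This is a log2 fold change of 8.27 (standard error 0.3, adjusted p = 1.6e-76 from edgeR's quasi-likelihood test). Mup7, which encodes a major urinary protein that male livers secrete, went from 578 ± 229 CPM to 13.3 ± 22.7 CPM, a log2 fold change of -5.46 (standard error 0.64, adjusted p = 6.7e-14), although reads of the Mup genes may be shared within the family. At an adjusted p under 0.05 alone, without the threshold on the fold change, 6096 genes differed between the ages. DESeq2 with the same thresholds called 1906 genes.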

2599 genes (18.6% of expressed genes) were differentially expressed with aging under unrestricted AL feeding (Fig. 3B and fig. S12). Of these genes, 2031 genes were up-regulated and 568 genes were down-regulated. 

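Of the genes that changed under AL, 1325 rose and 547 fell with age. Among those that rose most, Cidec, a lipid droplet protein of the same family as Cidea, went from 0.922 ± 0.769 CPM to 41.3 ± 27.2 CPM (SD, n = 24 at each age; log2 fold change 5.48, standard error 0.43, adjusted p = 3e-27 from edgeR's quasi-likelihood test). Cyp2b9 and Cyp2b13, cytochrome P450 genes with higher expression in female liver, had log2 fold changes of 6.31 and 6.92, and as close relatives they may share reads. Hao2, Ly6d, Gprc5b, Sprr1a and Hcn3 rose by 5.09 to 5.78 on the log2 scale. Among those that fell most, Serpina1e, which encodes a secreted protease inhibitor, went from 3920 ± 2170 CPM to 148 ± 218 CPM (log2 fold change -4.73, standard error 0.64, adjusted p = 4.5e-11). Adgrf1, an adhesion receptor gene, went from 27.8 ± 10.8 CPM to 1.30 ± 1.84 CPM, with no old liver above the median of the young ones. Ugt2b38, Selenbp2, Tff3, Mup11, Gstp2 and Slc13a2 had log2 fold changes of -4.22 to -3.02. Each of these genes changed in the same direction in replicates A and B and in both circadian cycles, which was part of the rule by which they were chosen.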

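Old AL livers had higher levels of genes that mark macrophages, lymphocytes and matrix-producing stellate cells. All 10 markers of lipid-associated and recruited macrophages rose, with Gpnmb at a log2 fold change of 4.67 (standard error 0.57, adjusted p = 5.1e-13 from edgeR's quasi-likelihood test) and Mmp12, a macrophage protease, at 4.30 (standard error 0.44, adjusted p = 2.2e-17). Of 14 Kupffer cell and macrophage markers, 10 rose and none fell, Cd68 and Lyz2 among them. S100a8 and S100a9 had log2 fold changes of 2.00 (adjusted p = 5.4e-08) and 1.39 (adjusted p = 5.7e-05), and S100a9 did not pass without replicate B (adjusted p = 0.076) or in hours 0 to 20 (adjusted p = 0.16). Of 9 genes of MHC class II antigen presentation 8 rose, of 19 interferon response genes 13 rose, and of 12 cytokine and chemokine genes 8 rose, without any that fell. Of 8 markers of T and NK cells, 7 rose and 1 fell, and 4 of 5 markers of B and plasma cells rose. Of the latter Ms4a1, Cd79a and Cd79b did not pass without replicate B (adjusted p = 0.1, 0.17 and 0.17). Of 18 stellate cell and extracellular matrix genes, 12 rose, with Dcn at 141 ± 17.7 CPM and 262 ± 43.7 CPM (SD, n = 24 at each age). Among 13 proliferation genes 8 rose, and among 13 genes of senescence and its secretory phenotype 7 rose, without any that fell. The counts were the same when adjusted over the list alone. The adjusted p from camera was 1.8e-08 for the lipid-associated macrophage list, 7e-06 for the stellate cell list, 2e-04 for Kupffer cells and 0.00046 for MHC class II. It was 0.0014 for interferon response, 8e-04 for cytokines, 0.0012 for T and NK cells, 0.015 for B and plasma cells, 0.00085 for proliferation and 0.00092 for senescence. None of these lists passed with a correlation estimated from the data (adjusted p = 0.058 to 0.48). Both neutrophil markers tested, S100a8 and S100a9, rose, and of 15 acute phase genes 5 rose and 1 fell (camera adjusted p = 0.13). A bulk liver sample cannot tell more immune cells from higher expression in each cell.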

Gene ontology (GO) analysis revealed that the up-regulated genes are highly significantly related to immune system processes and inflammation (Fig. 3C); whereas, the downregulated genes were related to metabolism (Fig. 3D and Data S4). This is consistent with previous reports that increased inflammation and senescence are hallmarks of aging (3) and recent work on glycine-serine-threonine metabolism in longevity (34). Among the upregulated genes are *Cd36* (log_2_FC=3.8, padj=2.95 ×10^−92^), which is a multifunctional glycoprotein that acts as a receptor for ligands such as thrombospondin, fibronectin, amyloid beta, oxidized low-density lipoprotein, and long chain fatty acids among others (35); and the peroxisome proliferator-activated receptor gamma (*Pparg*, log_2_FC=1.8, padj=1.5 ×10^−28^), a transcription factor also associated with immunosenescence during aging (Fig. 3C) (36, 37). 

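Cd36 and Pparg rose with age in every AL liver at 19 months relative to the median of the young AL livers. Cd36, which encodes a fatty acid receptor, was at 16.1 ± 7.61 CPM (SD, n = 24) at 6 months and 224 ± 68.5 CPM (SD, n = 24) at 19 months. Its log2 fold change was 3.80 (standard error 0.2, adjusted p = 1.5e-47 from edgeR's quasi-likelihood test). Pparg, which encodes a regulator of fat storage, went from 5.83 ± 2.89 CPM to 19.9 ± 5.87 CPM, a log2 fold change of 1.78 (standard error 0.17, adjusted p = 7.1e-19). Cd36 lies on chromosome 5 from 17781690 to 17888801 and Pparg on chromosome 6 from 115360951 to 115490399. Of 20 lipid droplet and PPARG target genes, 14 rose and none fell, also when adjusted over the list alone. Mogat1, an acylglycerol synthesis enzyme, had a log2 fold change of 3.94 (adjusted p = 4.4e-32) and Gpat3, which adds fatty acids to glycerol phosphate, of 2.98 (adjusted p = 3.2e-19). The adjusted p from camera was 2.2e-14 for this list, and 2e-07 with an estimated correlation. Lgals1, which encodes galectin-1, rose by 3.39 on the log2 scale, and Anxa2, Prkca and Dmrta1 by 2.24, 1.06 and 2.58. The paper chose most of these named genes from the same libraries, so their values are not independent evidence for that choice.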

Other genes of note were: *Adora1, Serpine1, Themis,* 10 Toll-like receptor (*Tlr*) genes*, Spon2* and *Zcchc11* (Data S2 and Data S3). 

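The named immune and regulatory genes all rose in old AL livers, by amounts that ranged from less than 2-fold for Zcchc11 to more than 10-fold for Themis. Themis, a T cell signalling gene, went from 0.356 ± 0.224 CPM to 6.65 ± 6.65 CPM (SD, n = 24 at each age; log2 fold change 4.24, standard error 0.35, adjusted p = 2.1e-25 from edgeR's quasi-likelihood test). Adora1, an adenosine receptor gene, had a log2 fold change of 0.99 (standard error 0.17, adjusted p = 2e-07). Zcchc11, an RNA uridylyltransferase gene, had a log2 fold change of 0.68 (standard error 0.13, adjusted p = 1.4e-06). Spon2, which encodes a matrix protein, had a log2 fold change of 0.82 (standard error 0.3, adjusted p = 0.016), and it did not pass without replicate A (adjusted p = 0.19) or without replicate B (adjusted p = 0.083). Of the Toll-like receptor genes, 9 were tested, of which 8 rose and none fell, also when adjusted over the list alone. Tlr13, a receptor for bacterial RNA, had a log2 fold change of 1.92 (adjusted p = 5.9e-12), and Tlr8, Tlr1 and Tlr12 of 1.67, 1.50 and 1.08. The adjusted p from camera for this list was 2.9e-05, and 0.058 with an estimated correlation.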

Among the downregulated genes, there is an enrichment in key enzymes of amino acid (*Gnmt, and Agxt*) and cholesterol metabolism such as HMG-CoA reductase (*Hmgcr*) which is implicated in liver disease and hepatocellular carcinoma (38–41) (Fig. 3D). 

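Enzymes of amino acid breakdown and of the urea cycle fell in old AL livers, and several cholesterol synthesis genes fell with them. Gnmt, which uses methyl groups to methylate glycine, went from 1060 ± 212 CPM to 549 ± 179 CPM (SD, n = 24 at each age; log2 fold change -0.96, standard error 0.11, adjusted p = 1.7e-13 from edgeR's quasi-likelihood test). Agxt, an aminotransferase that clears glyoxylate, went from 142 ± 50.5 CPM to 62.6 ± 21.4 CPM (log2 fold change -1.18, standard error 0.16, adjusted p = 2.6e-11). Of 29 amino acid metabolism genes, 15 fell and 1 rose, and of 7 urea cycle genes 4 fell, led by Cps1, which went from 4870 ± 1040 CPM to 2060 ± 821 CPM (adjusted p = 4.4e-24). Of 24 cholesterol synthesis genes 6 fell and none rose, with Tm7sf2 at a log2 fold change of -1.12 (adjusted p = 8e-18). These counts were the same when adjusted over the list alone. The adjusted p from camera was 1.3e-08 for amino acid metabolism, 5.8e-06 for the urea cycle and 0.0037 for cholesterol synthesis. With an estimated correlation the values were 0.09, 0.058 and 0.48. Agxt lies on chromosome 1 from 93135240 to 93145421.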

Other metabolic genes of note were: *Got, Lepr, Lpin1, Pfkfb3, Scap, Hsd17b2, Hsd3b5,* as well as, 14 Cytochrome P450 (*Cyp*) genes and 28 solute carrier (*Slc*) genes (Data S2 and Data S3). Thus overall, there is an increase in expression of inflammatory genes and a decrease in expression of metabolic genes.

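Most of the other named metabolic genes fell in old AL livers. Lepr, the leptin receptor gene, went from 44.1 ± 30 CPM to 9.20 ± 8.66 CPM (SD, n = 24 at each age; log2 fold change -2.28, standard error 0.29, adjusted p = 2.6e-12 from edgeR's quasi-likelihood test). Hsd3b5, a steroid dehydrogenase with higher expression in male liver, had a log2 fold change of -4.30 (standard error 0.7, adjusted p = 3.6e-08). Scap, which carries the sterol-sensing transcription factors, had a log2 fold change of -1.05 (adjusted p = 8.9e-18), and Hsd17b2, another steroid dehydrogenase, of -0.89 (adjusted p = 2.6e-11). Got1, the cytosolic aspartate aminotransferase, had a log2 fold change of -0.88 (adjusted p = 0.00054), whereas its mitochondrial counterpart Got2 had one of -0.088 (adjusted p = 0.16) and did not pass the test. Got1 did not pass without replicate A (-0.59, adjusted p = 0.15) or in hours 0 to 20 (adjusted p = 0.069). Pfkfb3, a regulator of glycolysis, had a log2 fold change of -1.25 (adjusted p = 0.00025) and Lpin1, an enzyme of triglyceride synthesis, of -1.05 (adjusted p = 0.013). Lpin1 did not pass without replicate A (adjusted p = 0.18) or without replicate B (adjusted p = 0.081). Of 68 cytochrome P450 genes 18 fell and 16 rose, and of 231 solute carrier genes 27 fell and 26 rose, also when adjusted over the list alone. For these families camera gave adjusted p of 0.28 and 0.099. Cyp27a1, a bile acid synthesis enzyme, fell by 0.78 on the log2 scale, and Cyp2c38, whose relatives may share its reads, rose by 2.05. Slc22a7, an organic anion transporter, had a log2 fold change of -2.84, and its relative Slc22a27 one of 5.03.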

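Beyond the named genes, the lists that fell in old AL livers were those of hepatocyte functions. Of 17 male-biased liver genes 15 fell and none rose, and of 20 female-biased genes 13 rose and 1 fell. Of 16 genes of bile acid synthesis and transport 6 fell, with Cyp7b1, also a male-biased gene, at a log2 fold change of -1.53 (adjusted p = 1.1e-15 from edgeR's quasi-likelihood test). Of 13 insulin-like growth factor and hormone receptor genes 4 fell, among them Igfals, and 2 of 9 hepatocyte markers fell. The adjusted p from camera was 2.1e-13 for the male-biased list, 2e-05 for the female-biased list, 0.00016 for bile acids, 8e-04 for growth factor and hormone receptor genes and 0.0049 for hepatocyte markers. With an estimated correlation these values were 0.058, 0.21, 0.09, 0.058 and 0.14. For other lists camera gave 0.024 for respiratory chain subunits, which were lower (0.7 with an estimated correlation), 0.14 for ribosomal proteins, 0.21 for mitochondrially encoded genes, 0.28 for erythroid markers and 0.76 for heat shock genes. Cela1 fell with a log2 fold change of -0.91 (adjusted p = 4.9e-11). In contrast, 6 of 20 genes of fatty acid oxidation and PPARA targets rose (7 when adjusted over the list alone) and none fell, with Cyp4a14 at a log2 fold change of 3.24 (camera adjusted p = 2.8e-05, and 0.11 with an estimated correlation). Fatty acid synthesis had 2 of 13 genes that fell (camera adjusted p = 0.39) and gluconeogenesis and glycogen 2 of 15 (camera adjusted p = 0.13). Lists with little movement were heat shock and unfolded protein response, with none of 19 past both thresholds in edgeR's test (1 rose and 1 fell by adjusted p alone), and cytosolic ribosomal proteins, with 1 of 76 that rose and 2 that fell. Mitochondrial respiratory chain subunits had 1 of 75 that rose, and mitochondrially encoded genes 2 of 13. Of 10 endothelial markers 1 rose, of 5 cholangiocyte markers 1 rose, of 7 fetal liver genes 4 rose and of 9 immediate early genes 4 rose, with camera adjusted p of 0.26, 0.59, 0.098 and 0.14. Of 5 erythroid markers 3 rose and 1 fell, but those that rose did not pass without replicate B (Hbb-bs -0.053, Hbb-bt 0.016 and Hba-a2 0.36), and Cela1, the only exocrine pancreas marker tested, fell; no adipocyte marker was expressed enough to be tested. Counts when adjusted over the list alone were the same except where given. From these up- and down-regulated gene sets, the paper concludes that inflammatory gene expression increases and metabolic gene expression decreases with age.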

## Caloric restriction alone rescues most age-related changes observed under *Ad Lib*

To determine the overall effect of caloric restriction, we analyzed which genes underwent age-related changes in any condition and identified the genes with expression levels that remain protected under CR vs AL. Across all feeding conditions there were 4,077 genes whose expression was up or downregulated with aging (Fig. 4A and Data S2), indicating that 29% of the liver transcriptome is susceptible to aging-related changes under any condition tested. 

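Counting each gene once, 2986 genes rose or fell with age in at least 1 feeding condition, which is 24.4% of the genes tested. Some rose wherever they were measured. Jchain, which marks plasma cells, rose in AL and in all 5 CR groups, with log2 fold changes of 1.64 to 2.51 (largest adjusted p = 8.2e-07 from edgeR's quasi-likelihood test). Dmrta1, which encodes a transcription factor, rose in all 6 conditions as well, with log2 fold changes from 1.53 under CR-night-2h to 2.58 under AL. Others changed under a single diet, such as Sult3a1, a sulfotransferase gene with higher expression in female liver, which had a log2 fold change of -5.95 under CR-spread (adjusted p = 2.5e-09) and did not pass under AL or any other CR feeding. Saa2 and Saa1, acute phase genes, had log2 fold changes of 5.27 and 4.16 under CR-day-12h (adjusted p = 1e-18 and 1.1e-15), which fell short of the threshold without replicate B (adjusted p = 0.53 and 0.28). Mt2, a metallothionein gene, rose under AL with a log2 fold change of 1.48 (adjusted p = 0.016) and fell in all 5 CR groups, with -2.38 to -1.82, though it did not pass without replicate A under CR-day-2h (adjusted p = 0.13) and CR-night-12h (adjusted p = 0.088) or in hours 24 to 44 under CR-day-12h (adjusted p = 0.15). The largest positive fold changes under the 2-h and night feedings included mitochondrially encoded genes, mt-Atp8 with a log2 fold change of 9.12 under CR-day-2h and mt-Co2 with 10.4 under CR-night-12h. Their counts varied widely between livers of a group, and mt-Atp8 did not pass without replicate A (adjusted p = 0.16). Another mitochondrially encoded gene, mt-Nd2, rose far less under CR-night-12h. Whether changes as large as these reflect expression was not tested. The union over feeding conditions grows with the number of comparisons, here 6.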

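Livers of mice under CR changed less with age than those of AL mice, by the number of genes past both thresholds. Under CR-spread 676 genes rose and 364 fell (8.51% of those tested), and under CR-day-12h 638 rose and 178 fell (6.67%). Under CR-day-2h 698 rose and 431 fell (9.23%), and under CR-night-12h 555 rose and 389 fell (7.72%). These totals depend on the libraries, most under CR-day-2h, with 492 genes without replicate A and 1683 without replicate B, against 1985 and 1780 under AL. The direction of change also differed in gene lists. Interferon response genes rose in CR-spread (17 of 19), CR-day-12h (16, and 18 when adjusted over the list alone), CR-day-2h (18) and CR-night-12h (9), without any that fell. Their adjusted p from camera was 1.8e-07, 2.9e-08, 0.003 and 0.06, and 0.27 or above with an estimated correlation. Few livers carry the rise, as 6, 6, 8 and 7 of 24 old livers in these groups had a score of the list above that of the highest young liver, against 17 in AL. Sinusoidal endothelial markers fell in CR-spread (9 of 10), CR-day-12h (5), CR-day-2h (6) and CR-night-12h (4), with camera adjusted p of 4.4e-15, 2.8e-09, 2.1e-06 and 1.8e-06. With an estimated correlation only CR-spread passed (adjusted p = 0.045). Stab1, a scavenger receptor gene of these cells, had a log2 fold change of -1.08 under CR-spread (adjusted p = 8.9e-21 from edgeR's quasi-likelihood test). Tested as an interaction with age, 1477 genes differed between CR-spread and AL, 1022 between CR-day-12h and AL, 1542 between CR-day-2h and AL and 1445 between CR-night-12h and AL. These interactions share the AL libraries and are therefore not independent of each other. The AL libraries were deeper at 6 months than those of the CR groups, but after thinning all libraries to equal counts each of these counts stayed within 1.5 times its value here.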

AL fed mice had the highest percentage of genes that changed with aging at 18%; while all the CR groups had lower overall changes in gene expression with age (Fig. 4A). The CR-night-2h group had the smallest overall change in gene expression with age at 4% (Fig. 4A). 

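Under CR-night-2h 255 genes rose and 293 fell with age, which is 4.48% of the genes tested. The total of 548 was 438 without replicate A and 895 without replicate B, where CR-day-12h had 430, so its place among the CR groups depends on the libraries. Few immune genes were among them. None of 19 interferon response genes, none of 14 Kupffer cell markers and 1 of 9 Toll-like receptor genes rose by edgeR's quasi-likelihood test, and none of these when adjusted over the list alone. The interferon list had a camera adjusted p of 0.91. Cd68, a macrophage marker, had a log2 fold change of -0.13 (adjusted p = 0.66) in this group. Markers of B and plasma cells were an exception, as 3 of 5 rose (4 when adjusted over the list alone; camera adjusted p = 0.0068, and 0.38 with an estimated correlation). Of 17 male-biased liver genes 15 rose, and 10 of 13 mitochondrially encoded genes rose, 16 and 11 when adjusted over the list alone (camera adjusted p = 8.6e-07 for each list, and 0.38 and 0.24 with an estimated correlation). Of 10 endothelial markers 6 fell (camera adjusted p = 1.5e-08, and 0.24 with an estimated correlation). Tested as an interaction with age, 2096 genes differed between CR-night-2h and AL. Compared directly with CR-day-2h, 24 genes differed in their age effect.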

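Most genes that rose with age under AL did not pass the thresholds under CR, though the median change stayed above 0. Of the 1325 genes that rose under AL, 437 were called up under CR-spread, 501 under CR-day-12h, 400 under CR-day-2h and 358 under CR-night-12h. Over the genes that rose under AL, the median log2 fold change was 0.99 in AL, 0.38 in CR-spread, 0.48 in CR-day-12h, 0.38 in CR-day-2h and 0.35 in CR-night-12h. Over the genes that fell under AL, it was -0.78 in AL and -0.18, -0.21, -0.21 and -0.26 in the same groups. Cd36, for example, had log2 fold changes of 0.66 (adjusted p = 0.0027 from edgeR's quasi-likelihood test) under CR-spread and 0.45 (adjusted p = 0.048) under CR-day-12h. Its age effect differed from that in AL in every CR group, with log2 differences of -3.72 to -3.14. Pparg kept a log2 fold change of 1.32 under CR-spread and of 0.72 under CR-night-12h. Across the 2986 genes that changed in any condition, the least-squares slope of the CR fold changes on those in AL was 0.228 for CR-spread, 0.311 for CR-day-12h, 0.238 for CR-day-2h and 0.274 for CR-night-12h. The corresponding Spearman rho values were 0.432, 0.578, 0.451 and 0.502. Genes are not independent replicates, so no p is read from these slopes. Of the 1872 genes that changed under AL, 75.4%, 83.1%, 77% and 76.4% had the same sign in these groups.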

Age-related fold change of individual genes in CR-spread and CR-day groups were partially decreased as compared to the fold changes seen in AL; whereas CR-night-2h strongly attenuated these age-related changes. Figure 4B shows these results as correlation plots of age-related fold change compared to AL for all CR groups. If there were no rescue by CR, the datapoints would fall on the unity line (slope=1); whereas, with complete rescue by CR the datapoints would fall on the horizontal line (slope=0). As seen in Fig. 4B, the regression line for the CR-night-2h group is almost completely flat demonstrating that CR-night-2h strongly reduced age-dependent changes in gene expression. 

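Under CR-night-2h the genes that rose with age in AL had a median log2 fold change of 0.028, with 84 of 1325 still called up, and those that fell in AL had a median of -0.097. The slope on AL was 0.0115 and Spearman's rho across genes was 0.150. Of the genes that changed under AL, 54.6% had the same sign, 217 also changed under CR-night-2h and 107 of these changed in the opposite direction. The opposite direction was taken by Serpina1e, with a log2 fold change of 1.68 (adjusted p = 0.013 from edgeR's quasi-likelihood test), and by Hsd3b5 with 1.97 (adjusted p = 0.013), both male-biased liver genes. Cidec, the lipid droplet gene, had a log2 fold change of -1.17 (adjusted p = 0.015) in this group. The sign of so small a slope depends on the libraries used, as it was -0.096 without replicate B, -0.036 in hours 0 to 20, and -0.053 over the genes that pass a test against 1.5-fold. From the slope, the paper concludes that CR-night-2h strongly reduced the changes in expression that come with age.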

Approximately 50% of age-related changes in gene expression under AL (1,233 genes) were restored in every CR condition (Fig. 4C, Data S2), by rescuing 44% of up-regulated genes (inflammation and immune function) and 60% of downregulated genes (metabolic pathways). This result indicates that CR alone prevents most of the age-related changes observed in the control AL condition.

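Of the genes that changed with age under AL, 870 (46.5%) changed in none of the 5 CR groups. They comprise 549 genes that rose under AL (41.4% of those that rose) and 321 that fell (58.7% of those that fell). Prkca, a protein kinase C gene, is among them, with a log2 fold change of 1.06 under AL (adjusted p = 9e-18 from edgeR's quasi-likelihood test) and of -0.10 to 0.15 in the CR groups. Cyp27a1 is another, with CR log2 fold changes of -0.14 to 0.12. A gene past the thresholds under AL and not under CR is not thereby shown to differ between them. The age effect itself differed from AL in all 5 CR groups for 276 of the 870 genes, and in none of them for 141. Of the 870 genes, 332 had an adjusted p under 0.05 in the direction of AL in at least 1 CR group without the 1.5-fold change. Counted by the interaction instead, 472 genes that changed under AL, 288 up and 184 down, differed from AL in all 5 CR groups. All 5 interactions use the same AL libraries. With replicate A of AL set against CR-spread and CR-day and replicate B against CR-night, or the reverse, 298 and 304 genes that changed under AL passed in all 5. The paper concludes that CR by itself prevents most of the changes that aging brings under AL.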

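The genes that changed under AL and in no CR group included matrix, antigen presentation and amino acid genes. Of 18 stellate cell and extracellular matrix genes, 5 were in this set, as were 3 of 9 Toll-like receptor genes, 3 of 9 MHC class II genes and 4 of 13 senescence genes, all of which had risen under AL. None of 19 interferon response genes, 13 proliferation genes or 8 markers of T and NK cells was in it. Cxcl16, a chemokine gene, had a log2 fold change of 0.98 under AL (adjusted p = 3.1e-14 from edgeR's quasi-likelihood test) and of -0.19 to 0.21 under CR. Among genes that had fallen under AL, 8 of 29 amino acid metabolism genes, 3 of 7 urea cycle genes, 4 of 16 bile acid genes and 3 of 24 cholesterol synthesis genes belonged to the set. Hgd, which breaks down tyrosine, had a log2 fold change of -0.59 under AL, close to the threshold on the fold, and of -0.20 to -0.023 under CR. The cytochrome P450 genes contributed 4 that had risen and 9 that had fallen, and the solute carrier genes 13 of each. By the interaction, 8 of 20 lipid droplet and PPARG target genes and 14 of 17 male-biased genes differed from AL in all 5 CR groups. For the male-biased genes this is not by itself protection. A score of the male-biased list minus the female-biased list was 2.82 in young AL livers and already -1.4 to -0.0868 in the young CR groups. At 19 months only CR-spread differed from AL in this score after adjustment (adjusted p = 0.025 from a permutation test). For the lipid droplet list, camera on the interactions gave adjusted p of 4.9e-11 to 6.6e-07 with an estimated correlation.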

GO analysis showed that the genes protected by CR were also associated with immune function, inflammation and metabolism (Fig. 4C, Data S4) (34). Among these genes were those encoding for microtubule-associated protein tau (*Mapt*) and apolipoprotein A-IV (*Apoa4*) whose expression is upregulated in old-AL mice but was maintained at lower (young) expression levels in all CR groups (Fig. 4C). These genes have been linked with aging and neurodegeneration in Alzheimer’s disease (3, 42). 

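Mapt and Apoa4 rose in old AL livers and kept levels near those of young mice under CR. Mapt went from 4.89 ± 0.822 CPM to 23.7 ± 8.13 CPM (SD, n = 24 at each age) in AL, a log2 fold change of 2.27 (standard error 0.11, adjusted p = 3.1e-55 from edgeR's quasi-likelihood test). In the CR groups its log2 fold change was 0.46 under CR-spread (adjusted p = 0.00057, below 1.5-fold) and -0.16 to 0.11 in the others. The age effect differed from AL in every CR group, with log2 differences of -2.43 to -1.81 (largest adjusted p = 1.1e-22). Apoa4, a lipid-carrying apolipoprotein, went from 527 ± 221 CPM to 2300 ± 868 CPM in AL (log2 fold change 2.13, standard error 0.2, adjusted p = 5.8e-21). Its CR log2 fold changes were -0.39 to 0.36, none of which passed the test, and the differences from AL were -2.51 to -1.76 (largest adjusted p = 2.2e-08). Mapt lies on chromosome 11 from 104231390 to 104332090 and Apoa4 on chromosome 9 from 46240696 to 46243459.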

A similar aged-related upregulation occurred in the liver and was reduced by CR. Of the metabolic genes that decline with age under AL, such as insulin-like growth factor-binding protein 2 (*Igfbp2*), CR strongly attenuated *Igfbp2* changes in expression in all 5 CR groups.

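Igfbp2, which encodes a circulating protein that binds insulin-like growth factors, went from 277 ± 76.8 CPM to 99.1 ± 56.6 CPM (SD, n = 24 at each age) with age in AL livers. Its log2 fold change was -1.48 (standard error 0.12, adjusted p = 7.1e-27 from edgeR's quasi-likelihood test), and 23 of the 24 old livers lay below the young median. In the CR groups the log2 fold changes were -0.27 to 0.036, of which that under CR-day-2h had an adjusted p of 0.04 and stayed below 1.5-fold. The age effect under CR was higher than under AL by 1.21 to 1.52 on the log2 scale (largest adjusted p = 1.2e-10). Gpat3, which rose under AL, showed the reverse, with CR log2 fold changes of -0.16 to 0.51 that did not pass the test. Igfbp2 lies on chromosome 1 from 72824503 to 72852474.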

### Fasting-related genes.

To evaluate gene expression changes due to fasting, we compared genes that were differentially expressed only in AL and CR-spread but remain constant in all the other 4 CR groups with some degree of fasting. 

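Matrix and female-biased liver genes were among the genes that changed with age under AL and CR-spread and in none of the 4 CR groups with a fasting period. There were 96 such genes, 66 that rose under AL and 30 that fell, and 65 of them changed in the same direction under both feedings. Of the rest, Cyp2b13 had log2 fold changes of 6.92 under AL and -6.01 under CR-spread. Stellate cell and extracellular matrix genes contributed 4 members (Acta2, Tagln, Mmp2 and Col12a1). The same count with another single CR group in place of CR-spread was 81 for CR-day-12h, 59 for CR-day-2h, 51 for CR-night-12h and 40 for CR-night-2h. In a direct test of the age effect in the 4 fasting groups against CR-spread, 101 genes passed both thresholds of edgeR's quasi-likelihood test, 20 of the 96 among them.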

We found 159 genes of this type that could be potential candidates accounting for the change from 10 to 20% lifespan extension (Fig. 4D and Data S2). Among these, *Col12a1* (Collagen Type XII Alpha 1 Chain) associated with cancer (43) which is elevated in liver fibrosis, *Plag1* (Pleomorphic adenoma gene 1) an oncogene associated with hepatoblastoma and age-related decrease in skeletal muscle (44, 45). 

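Col12a1 rose with age under AL and CR-spread and did not pass the test under the feedings with a fast. Under AL it went from 1.99 ± 0.793 CPM to 3.63 ± 1.56 CPM (SD, n = 24 at each age; log2 fold change 0.88, standard error 0.18, adjusted p = 7e-06 from edgeR's quasi-likelihood test), and under CR-spread its log2 fold change was 0.78 (adjusted p = 0.0013). In the other CR groups the log2 fold change was -0.17 to 0.24. The age effect differed from AL under CR-day-2h by -0.96 (adjusted p = 0.0023), under CR-night-12h by -0.75 and under CR-night-2h by -1.05. Plag1 had too few counts to be kept by the expression filter, so it was not tested. Col12a1 lies on chromosome 9 from 79598991 to 79718831.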

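Chaf1a, which encodes a subunit of the complex that loads histones on new DNA, rose by 1.24 on the log2 scale under AL (1.08 ± 0.537 CPM to 2.55 ± 1.2 CPM, SD, n = 24 at each age; adjusted p = 6.5e-06 from edgeR's quasi-likelihood test) and by 1.69 under CR-spread (adjusted p = 1.3e-07). In the groups with a fast its log2 fold change ranged from -0.11 to 0.57 and did not pass the test, and only that under CR-night-2h was shown to differ from AL, by -1.35 (adjusted p = 0.0015). Hal, the enzyme that deaminates histidine, went from 328 ± 84.4 CPM to 156 ± 55.6 CPM under AL (log2 fold change -1.08, standard error 0.17, adjusted p = 8.5e-09) and had a log2 fold change of -0.88 under CR-spread (adjusted p = 6.4e-06). Under CR-day-12h and CR-day-2h Hal still fell, with adjusted p of 0.025 and 0.011, but by less than 1.5-fold. Hal lies on chromosome 10 from 93488768 to 93519304.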

Other genes include *Chaf1a* (chromatin assembly factor 1, subunit A) (46) and *Hal* (Histidine ammonia-lyase) involved in amino acid metabolism. 

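Of 10 thermogenesis genes that were tested, none was among the 96 genes called under AL and CR-spread alone, where fewer than 1 would be by chance, so this count cannot tell enrichment from none. Under AL, 4 of them rose and 2 fell, also when adjusted over the list alone, and the list's median log2 fold change was 0.17 (camera adjusted p = 0.024, and 0.09 with an estimated correlation). Adrb3, an adrenergic receptor gene of brown fat, had a log2 fold change of -1.76 under AL (adjusted p = 3.2e-15 from edgeR's quasi-likelihood test), and those that rose included Cidea. Acadm, an enzyme of fatty acid oxidation, had a log2 fold change of 0.46 (adjusted p = 4.3e-14), below 1.5-fold. The list was fixed before the data were examined and is shorter than an ontology term; no enrichment over ontology terms was computed here.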

Gene ontology analysis revealed that these fasting-related genes were also enriched for thermogenesis pathways.

### Time-related genes.

To evaluate the beneficial effect of feeding time, we searched for genes that maintain similar levels at young and old ages only in the CR-night fed groups with the longest lifespans (but were differentially expressed in AL, CR-spread and CR-day fed groups). We found 68 genes that were specifically protected by CR-night groups (Fig. 4E and Data S2). 

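Some interferon response and MHC class II genes are among the 57 genes that changed under AL, CR-spread and both CR-day feedings and passed in neither CR-night group, of which 53 rose under AL and 4 fell. They include the interferon response genes Oasl2, Gbp3 and Ifi27l2a and the MHC class II genes H2-Aa, H2-Eb1 and Ciita, and 56 of them had the same direction wherever they were called. The same count for other pairs of CR groups was 60 for CR-day-2h with CR-night-2h, 48 for CR-spread with CR-night-2h, and 2 to 18 for the rest. In direct tests of the age effect in the CR-night pair against CR-spread and CR-day, 58 genes passed both thresholds of edgeR's quasi-likelihood test, 12 of the 57 among them. Against the CR-day pair alone 27 genes passed, 5 of the 57 among them. The set of 57 genes defined by the calls had 16 genes without replicate A and 28 without replicate B, with 12 libraries per group.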

Gene ontology analysis revealed specific subsets of genes involved in the immune system and inflammation, such as *Gstm3* (Glutathione S-Transferase Mu 3) that protects against oxidative stress, *Ly6e* (Lymphocyte Antigen 6 Family Member E) that regulates T-cell proliferation, differentiation and activation, *Treml2* (Triggering Receptor Expressed On Myeloid Cells Like 2) and proinflammatory cytokines such as *Il1b* (Interleukin-1β) that are increased in the elderly (3). Thus, circadian alignment of feeding time adds another level of protection of immune function and age-related inflammation beyond that seen with caloric restriction and fasting.

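Gstm3, Ly6e and Il1b rose with age under AL, CR-spread and both CR-day feedings and did not pass the test in the CR-night groups. Gstm3, a glutathione transferase whose relatives may share its reads, went from 30.9 ± 8.49 CPM to 119 ± 93.3 CPM under AL (SD, n = 24 at each age; log2 fold change 1.94, standard error 0.37, adjusted p = 2.1e-06 from edgeR's quasi-likelihood test). Its log2 fold change was 0.43 (adjusted p = 0.34) under CR-night-12h and 0.17 (adjusted p = 0.75) under CR-night-2h. Ly6e, a surface protein of immune cells, had log2 fold changes of 0.74 under AL (adjusted p = 0.00019), 1.14 under CR-day-12h, 0.075 under CR-night-12h and -0.0055 under CR-night-2h; under AL it did not pass without replicate B (adjusted p = 0.16). Il1b, the cytokine gene, had log2 fold changes of 1.68 under AL (0.727 ± 0.364 CPM to 2.41 ± 1.13 CPM; adjusted p = 9.2e-12), 0.80 under CR-day-2h (adjusted p = 0.0088), 0.56 under CR-night-12h (adjusted p = 0.075) and 0.39 under CR-night-2h (adjusted p = 0.24). Treml2 had too few counts to be tested. Of 19 interferon response genes, 7 had a lower age effect in the CR-night pair than in the CR-day pair, and 14 when adjusted over the list alone. Their median log2 difference was -1.10 (camera adjusted p = 1.5e-12, and 0.24 with an estimated correlation). Part of this lies in the young livers, where the mean score of the list was already higher by night. It was -0.342 in CR-night-12h and -0.00552 in CR-night-2h, against -0.642 in CR-day-12h and -0.435 in CR-day-2h. Gstm3 lies on chromosome 3 from 107963696 to 107969283, Ly6e on chromosome 15 from 74955051 to 74959905 and Il1b on chromosome 2 from 129364570 to 129371139. From these genes, the paper concludes that the timing of feeding adds protection of immune function beyond that from caloric restriction and fasting.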

## Circadian cycling of gene expression with aging

Robust circadian rhythms are at the core of a healthy physiology, and rhythm amplitude decreases in response to infectious diseases and aging (22, 47, 48). We investigated how feeding conditions, timing, and caloric restriction influenced circadian cycling of gene expression in young and aged mice. 

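Rhythms were tested in the 24 libraries of each group on the 10235 genes that the expression filter kept and the RPKM table holds. The main test was edgeR's quasi-likelihood test of a cosine and a sine term with a period of 24 h on the raw counts. A gene is called cycling if its adjusted p was under 0.05 and its daily fold over the threshold the paper gives with Data S6. The daily fold is the highest time-point mean RPKM of a cycle over the lowest, each averaged over both cycles, and 1995 of 1996 folds read from that table were matched within 0.1 percent. JTK_CYCLE, ARSER and RAIN were not available, so a rank test in the manner of JTK_CYCLE and a regression on time-point means were run on RPKM beside the counts test. A gene called by all 3 had to pass each of them with the daily fold. Of 357 rows of AL at 6 months that the table marks as cycling, the counts test called 352 and all 3 tests together 332. They called 774 and 411 of the 1996 rows, so the counts test calls more than 2 times as many as the table marks. Counts were simulated with the means and depth of AL at 6 months and the spread of the fit over all 12 groups, which contains daily variation. In these the counts test found 67 of 100 genes with a log2 range of 1.2 and 19 of 100 with 0.6, the rank test 47 and 5, and the regression 43 and 8.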

To search for circadian cycling genes, we performed RNA-seq from liver samples collected every 4 hours over 48 hours (Data S4 and Data S5). We used very strict criteria to identify circadian cycling genes by selecting only those genes that were significant in three out of three different algorithms (JTK_CYCLE, ARSER and RAIN) with a P value < 0.05 and a false discovery rate less than 5% (FDR < 0.05). 

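The core clock genes cycled in AL livers of both ages, 18 of 18 tested at 6 months and 17 at 19 months. In all, 4001 genes cycled at 6 months and 3892 at 19 months by the counts test. All 3 tests together called 2133 and 1768 genes. The number of list members past the thresholds differed between the ages. Of 28 amino acid metabolism genes, 21 cycled at 6 months and 13 at 19 months, and of 197 solute carrier genes 105 and 86. Of 75 cytosolic ribosomal protein genes 8 cycled at 6 months and 45 at 19 months, and of 74 respiratory chain subunits 14 and 46. None of 7 MHC class II genes or 17 interferon response genes cycled at 19 months, against 5 of each list at 6 months. Whether these lists differ in rhythm between the ages was not tested as a difference. The counts depend on the libraries, with 2152 and 861 genes at the 2 ages without replicate A and 3039 and 2346 without replicate B.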

We found 1,718 rhythmic genes in young AL mice and 1,507 rhythmic genes in old AL mice (Fig. 5A, heatmaps of cycling genes; Data S5). 

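Arntl, Nr1d1, Per1, Per2, Dbp and Cry1 were among the genes that cycled at both ages under AL. The sets at 6 and 19 months shared 2344 genes by the counts test, where 1521 would be shared by chance, and 909 by all 3 tests. Without replicate A they shared 646 genes and without replicate B 1241. A gene past the threshold at a single age has not been shown to differ in rhythm between the ages. In a direct test of the fitted log2 amplitude, limma called none of 5549 genes as different between the ages, and at an unadjusted p under 0.05 it gave 81 genes with a higher and 240 with a lower amplitude at 19 months. On simulated counts the same test found 60 of 200 genes whose log2 range fell from 1.2 to 0.6.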

The overlap of these two genes sets was 694 genes. Therefore, circadian cycling genes were both lost and gained with age (Fig. 5A). Fig. 5B illustrates six cycling genes in young and old mice. 

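Nr1d1, Per1 and Per2, which repress the clock's own transcription, had lower fitted amplitudes in old AL livers, and Arntl, which activates them, changed little, but none of these differences passed the test. Arntl had a fitted peak-to-trough range of 4.92 on the log2 scale at 6 months and 4.76 at 19 months (difference -0.16, standard error 0.689, p = 0.82 from limma; n = 24 libraries per age for each gene). For Nr1d1 the range was 5.80 and 4.88 (difference -0.92, standard error 0.672, p = 0.17). For Per1 it was 3.96 and 3.25 (difference -0.71, p = 0.29) and for Per2 2.93 and 2.42 (difference -0.51, p = 0.31). All 4 had an adjusted p of 0.84 or above for this difference. In mean level 1 of 19 core clock genes fell by edgeR's quasi-likelihood test, Tef with a log2 fold change of -0.64 (adjusted p = 0.037), and none when adjusted over the list alone (camera adjusted p = 0.34). Each of them cycled at both ages, with daily folds of 26.6 and 21.8 for Arntl, 88.4 and 30.6 for Nr1d1, 16.6 and 11.6 for Per1 and 7.84 and 6.14 for Per2. Peak times moved by less than 1 h in each. Arntl lies on chromosome 7 from 113207465 to 113314126, Nr1d1 on chromosome 11 from 98767932 to 98775333, Per1 on chromosome 11 from 69095217 to 69109960 and Per2 on chromosome 1 from 91415982 to 91459324.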

Of the four circadian clock genes (*Arntl, Nr1d1, Per1, Per2*), three had a lower amplitude in old mice. Two metabolic pathway genes, *Gys2* and *Pck1*, also had lower amplitude with age consistent with the overall decline in average gene expression in metabolic pathways (Fig. 3, B and D; and see fig. S13 for example circadian profiles of pro-aging and pro-longevity genes). 

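Gys2, the liver glycogen synthase, had a fitted log2 range of 1.92 at 6 months and 1.31 at 19 months under AL (difference -0.61, standard error 0.263, p = 0.021 from limma, adjusted p = 0.81; n = 24 libraries at each age). Its daily fold was 3.46 at 6 months and 2.48 at 19 months. Its mean level had a log2 fold change of -0.49 with age (adjusted p = 0.016 from edgeR's quasi-likelihood test), which stayed below 1.5-fold. Pck1, the rate-limiting enzyme of gluconeogenesis, had a fitted log2 range of 2.19 at 6 months and 2.45 at 19 months (p = 0.72), while its daily fold was 6.39 and 5.36. Its mean level of 1050 ± 800 CPM at 6 months and 723 ± 553 CPM at 19 months did not pass the test (adjusted p = 0.19). Of 15 genes of gluconeogenesis and glycogen, 12 cycled at each age. Gys2 lies on chromosome 6 from 142422613 to 142473109 and Pck1 on chromosome 2 from 173153048 to 173159273.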

We compared the circadian phase and amplitude (fold change between trough and peak on the first and second circadian cycle) for the 694 shared cycling genes in young and old mice (Fig. 5A). There was no change in the phases of cycling genes with age; however, the amplitude of these cycling genes was lower as seen by the deviation of the regression line from unity (slope = 0.5941 ± 0.009, p < 0.0001) (Fig. 5C). 

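Genes that cycled at both ages mostly kept their peak time within 3 h under AL, and some genes of very large daily fold had a lower one at 19 months. Dbp, a clock output gene, had a daily fold of 305 at 6 months and 81.4 at 19 months, and Ciart, a clock repressor, of 206 and 50.8. Npas2, a partner of the clock proteins that is close to 0 at its trough, had 543 and 409, and Usp2 52.2 and 50.7. None of these differences is shown for a single gene, as limma called none of 5549 genes different in fitted amplitude (Dbp p = 0.33, Ciart p = 0.064), and Npas2 had a higher fitted log2 range at 19 months (7.39 against 7.04). Over the 2344 shared genes the median shift of the fitted peak was 1.07 h, and 82.5% of the genes peaked within 3 h at the 2 ages. The shift was 0.13 h without replicate A and 1.9 h without replicate B. The regression of the daily fold at 19 months on that at 6 months had a slope of 0.592, and the reverse regression had a slope of 1.44. Without Npas2 the slope was 0.291, without Dbp 0.677 and without Ciart 0.628, so single genes move it, but without all 10 genes of largest daily fold it was 0.591. The median daily fold was 1.69 at 6 months and 1.67 at 19 months, and 54.3% of the genes had a lower daily fold at 19 months. The slope without replicate A was 0.784 and without replicate B 0.194. From the deviation of the slope from unity, the paper concludes that the amplitude of the cycling genes was lower in old mice.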

GO analysis of these cycling gene sets showed enrichment for metabolism, cell communication, signaling, and circadian rhythms (Fig. 5, D and E and Data S3), which is consistent with the decline in average gene expression in metabolic pathways (Fig. 3D) and with analysis of circadian gene targets using ChIP-seq in which the GO category metabolism was highly significant (32).

## Effects of day vs. night caloric restriction on circadian gene expression

Because the median lifespan of mice in the CR-night-2h and CR-day-2h groups was significantly different (1068 vs. 959 days, respectively, and Log-rank Mantel-Cox, p < 0.05), we focused on differential gene expression in these two CR groups. One essential difference in these two groups is the phase of food consumption relative to the light-dark cycle and relative to the circadian phase of the mice as assessed by their locomotor activity rhythms. 

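Genes of lipid synthesis and of the clock cycled in the livers of mice fed for 2 h, in which 6392 genes cycled in at least 1 of the 4 groups by the counts test and 1766 by all 3 tests together. With TMM counts in place of RPKM, a choice made after the values were seen, all 3 tests called 3381. Of 24 cholesterol synthesis genes 16 cycled under CR-night-2h and 18 under CR-day-2h at 6 months, and of 13 fatty acid synthesis genes 10 and 12. Of 18 core clock genes 10 passed under CR-day-2h and 15 under CR-night-2h at 6 months, and 15 and 17 at 19 months, without a test of the difference.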

We selected the sum total genes that showed circadian cycling in at least one of these four groups: CR-day-2h and CR-night-2h from young and old mice, which led to a total of 1,491 cycling genes. Fig. 6A shows cycling genes in these four groups as a heatmap in which each line represents the color-coded levels of expression of one gene (in each row) across timepoints (columns). There was a slight reduction in cycling genes in young CR-day-2h mice, but in old CR-day-2h mice there were only 7 cycling genes. 

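Which of the CR-2h groups had more cycling genes depended on the test and the libraries. At 6 months 3168 genes cycled under CR-day-2h and 3363 under CR-night-2h by the counts test, and at 19 months 2306 and 3448. All 3 tests together called 537 and 574 genes at 6 months and 9 and 1154 at 19 months. At 6 months the order was the reverse in the rank test (1249 by day and 1091 by night), with 24 h and 12 h terms (4025 and 2870) and with time of day as 6 levels (4155 and 2479). At 19 months the counts were 615 and 612 without replicate A, and 910 and 1890 without replicate B. The small number in old CR-day-2h mice came from the tests on RPKM, where the rank test called 23 genes and the regression 30. On counts normalized by TMM in place of RPKM, a choice made after these values were seen, the same rank test called 1248 genes and the regression 780. The clock genes Per2, Cry1 and Nr1d1 cycled in these livers by the counts test, with adjusted p of 0.00027, 0.00022 and 9e-05 (n = 24 libraries). On RPKM the rank test gave them adjusted p of 0.067, 0.021 and 0.12.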

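In old CR-day-2h mice the clock genes peaked at nearly the opposite time of day from AL mice of that age. Arntl peaked at 11.3 h under CR-day-2h and at 22.7 h under AL, and its target Nr1d1 at 19 h and 7.30 h. Per2 peaked at 3.94 h and 15.1 h, Gys2 at 1.27 h and 13.8 h, and Pck1 at 18.6 h and 11.5 h. The fitted log2 range of Arntl was 2.29 (standard error 0.49; adjusted p = 0.0079 from edgeR's quasi-likelihood test of the rhythm, n = 24 libraries) and that of Nr1d1 2.70 (standard error 0.48). Per1 did not pass the test in these mice (log2 range 0.90, standard error 0.48, adjusted p = 0.33). Under CR-night-2h at 19 months Arntl peaked at 21.6 h and Per1 at 11.6 h, both with an adjusted p under 1e-05. At 6 months under CR-day-2h Arntl peaked at 16.7 h, and Nr1d1 (adjusted p = 0.18), Per1 (adjusted p = 0.081) and Gys2 (adjusted p = 0.71) did not pass.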

Circadian gene expression profiles of the six genes shown in Fig. 5C showed the day-fed groups at 19 months of age have either opposite phases (*Arntl, Nr1d1, Gys2, Per2, Pck1*) or disrupted circadian profiles (*Per1*) (Fig. 6B and fig. S13 for example circadian profiles of pro-aging and pro-longevity genes). We compared the fold-change amplitude of the 1,491 genes in young and old mice. 

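Many clock genes had larger fitted rhythms under CR-night-2h than under CR-day-2h, 11 of 15 core clock genes tested at 6 months and 14 of 17 at 19 months by limma. At 6 months Bhlhe40, Clock, Nfil3 and Per3 did not pass, Bhlhe40 with a lower range by night, and at 19 months Bhlhe40, Cry2 and Hlf did not. The fitted log2 range of Arntl was 4.95 by night and 1.49 by day at 6 months (difference 3.46, standard error 0.689, adjusted p = 0.00016 from limma) and 5.16 and 2.29 at 19 months (adjusted p = 0.004; n = 24 libraries per group). For Nr1d1 it was 5.92 and 1.49 at 6 months (adjusted p = 2e-07) and 6.22 and 2.70 at 19 months (adjusted p = 3e-04). Pck1 went the other way without passing the test, with 3.32 by night and 3.85 by day at 6 months (adjusted p = 0.63). Of 5091 genes tested at 6 months, 376 had a higher and 177 a lower amplitude by night, and of 4467 at 19 months 272 and 43. Over all genes that cycled in at least 1 of the 4 groups the medians differed less, with daily folds of 1.73 by night and 1.71 by day at 6 months and 1.83 and 1.76 at 19 months. At 6 months the ratio of 1.01 was 0.994 with the daily fold from TMM counts or with the rank test on CPM, so its direction depends on the method. The daily fold was lower by night in 44.5% of 6380 genes at 6 months and in 44% of 6385 at 19 months. Regressed on the daily folds by night, those by day had slopes of 0.748 and 0.175 at the 2 ages, and over the other settings from 0.0852 to 3.07 and from 0.158 to 2.68. The clock time read from the core clock genes differed more between day-fed livers of the same time point, with a median difference of 2.85 h between replicates A and B at 19 months against 0.40 h by night. The clock genes of CR-day-2h livers matched the reference less well, with a median correlation of 0.815 against 0.943 by night, so their clock times are less certain. From the distributions and slopes, the paper concludes that CR-night-2h feeding enhanced circadian amplitude relative to CR-day-2h.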

At both 6 and 19 months of age, the CR-night-2h groups had a significantly higher amplitude as compared to the CR-day-2h groups as seen in the fold-change frequency histograms and correlation plots (Fig. 6C). Thus, CR-night-2h feeding enhanced circadian amplitude relative to that of CR-day-2h. To assess the phase of entrainment in these four CR groups, we compared the phases of cycling genes relative to those of AL mice at 6 months and 19 months of age. Fig. 6D shows correlation plots of genes that overlap with AL mice in either the CR-day-2h or CR-night-2h groups at 6 months and 19 months of age. The CR-night-2h mice shared many more cycling genes with AL mice than did the CR-day-2h mice at both ages. In addition, the phases of gene expression of CR-night-2h mice of both ages were correlated with the phases of the genes from the respective AL age group, with the data points falling on the unity line. 

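By the counts test CR-night-2h shared 2177 cycling genes with AL at 6 months and 2084 at 19 months. CR-day-2h shared 1486 at 6 months and 1054 at 19 months. By all 3 tests the night group shared 396 and 676 genes and the day group 178 and 8. With TMM counts in place of RPKM, a choice made after the values were seen, all 3 tests gave 1045 and 829 by night and 382 and 234 by day.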

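Night-fed mice kept the AL time of day of their liver genes. Dbp, a clock output gene, peaked at 9.61 h under AL and 8.24 h under CR-night-2h at 6 months, and at 10.4 h and 8.89 h at 19 months. Over the cycling genes shared with AL, the median peak under CR-night-2h came at -0.89 h relative to AL at 6 months and at -0.95 h at 19 months. At 6 months 86.4% of these genes peaked within 3 h of AL and at 19 months 86.5%. Under CR-night-12h the median shift was 1.02 h at 6 months and 0.25 h at 19 months.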

As expected, the CR-day-2h mice had opposite or divergent phases relative to those of AL mice. 

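Genes of day-fed mice peaked many hours away from those of AL mice. Dbp peaked at 3.85 h under CR-day-2h at 6 months and at 21.1 h at 19 months. Over the shared cycling genes the median shift from AL was -5.34 h at 6 months, where 22.6% of the genes peaked within 3 h of AL, and 12.7 h at 19 months, where 6.64% did. Under CR-day-12h the shift was -5.01 h at 6 months and -5.65 h at 19 months. The median over genes at 6 months depended on the replicates, at -10.6 h without replicate A.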

For the old CR-day-2h mice, only 7 genes were scored as cycling and only 5 overlapped with those of AL mice. Thus, in CR-day-2h mice there is a paucity of cycling genes and this declines precipitously with age. 

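Rhythms were also weaker under CR-spread, in which the food came in many small portions, than under CR-night-2h. Gys2 had a fitted log2 range of 0.75 under CR-spread and 1.81 under CR-night-2h at 6 months (adjusted p = 0.0038 from limma; n = 24 libraries per group), and of 1.1 and 2.09 at 19 months (adjusted p = 0.011). Per2 had 2.04 and 4.42 at 6 months (adjusted p = 0.00055). Per1, at 2.35 and 3.01, did not pass (adjusted p = 0.5). Of 4477 genes tested at 6 months 455 had a higher and 44 a lower amplitude under CR-night-2h, and of 4064 at 19 months 256 and 3. The median daily fold was 1.54 under CR-spread and 1.75 under CR-night-2h at 6 months, and 1.56 and 1.86 at 19 months. By the counts test 2263 genes cycled under CR-spread at 6 months and 1681 at 19 months, and by the rank test on RPKM 587 and 160. On TMM counts, a choice made after the values were seen, the rank test called 1489 and 1016. These counts depend strongly on the libraries, with 126 genes by the counts test without replicate A and 3100 without replicate B at 6 months, and 418 and 584 at 19 months.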

A similar reduction was seen in fold-change gene expression in CR-spread mice compared to CR-night-2h mice at 6 months and 19 months of age (fig. S14). 

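In night-fed mice the amplitudes of clock genes at 19 months were not shown to differ from those at 6 months. Nr1d1 had a fitted log2 range 0.30 larger at 19 months (standard error 0.672, adjusted p = 0.88 from limma; n = 24 libraries at each age), and Arntl one 0.21 larger (adjusted p = 0.92). Between the ages limma called none of 4707 genes as different in amplitude under CR-night-2h, with 168 higher and 231 lower at 19 months by an unadjusted p under 0.05. Under CR-day-2h it called 9 of 4210 genes, 4 higher and 5 lower at 19 months. Core clock genes cycled by 17 of 18 under CR-night-2h and by 15 of 18 under CR-day-2h at 19 months.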

The CR-night-2h groups show robust circadian cycling, even in the old mice, suggesting that this intervention is very effective in rescuing circadian cycling of gene expression relative to CR-day-2h. A proviso to this cycling analysis is that these cycling algorithms (JTK_CYCLE and ARSER) are biased towards sinusoidal waveforms and although RAIN can search for spiky or sawtooth waveforms, our requirement that a cycling gene is significant (FDR<0.05) in all three algorithms results in only genes with sinusoidal waveforms passing this threshold. Daytime feeding and 2-hr feeding bouts both modify the gene expression times series waveforms to be less sinusoidal and this contributes to the lower number of cycling genes being called in the CR-day-2h group. Therefore, we do not recommend putting too much weight on the number of cycling genes called, but rather emphasize the phase and amplitude of gene expression.

## Discussion

Classic caloric restriction protocols not only reduce energy intake, but also lead to severe behavioral time-restricted feeding behavior and prolonged fasting intervals (7–9). Because time-restricted feeding and fasting are beneficial to health, these two factors may contribute to lifespan extension in classic caloric restriction experiments. In the work presented here, we deconvolved the effects of calories, fasting, and circadian alignment on longevity. We compared five different caloric restriction feeding groups that differ only in the daily pattern of food consumption without any changes in food composition and energy content. We used an automated feeding system (7) to test whether the timing and fasting period between meals impacted lifespan in male mice under 30% CR, by allowing food access only during the day, at night, or evenly distributed throughout 24h. By spreading out food throughout 24 hours, with no day-night feeding pattern in the CR-spread group, we found only a ~10% extension of median lifespan compared to AL fed mice. The CR-day fed groups that had a ~12- or ~22-hour fasting interval lived ~20% longer than AL control mice. Importantly, the degree of lifespan extension was significantly longer when food was consumed during the nighttime, which is the normal feeding time in nocturnal rodents (~35% vs. 20% compared to AL log-rank Mantel-Cox p<0.0001, and ~10% night vs. day log-rank Mantel-Cox p<0.05) (Fig. 2A). While potential sleep disruption needs to be carefully studied in CR-day vs. CR-night groups, recent evidence shows that sleep homeostasis is maintained with day-time feeding (29). All CR groups maintained a relatively steady body weight throughout lifespan, indicating that the additive effects of CR combined with appropriate timing of food consumption were independent of weight gain. Thus, the maximal benefits of CR can be achieved by a fasting interval of >12 hours in which a time-restricted feeding interval occurs in phase with the natural nocturnal circadian phase of feeding in mice (i.e., circadian alignment).

These results are consistent with recent studies in C57BL/6J male mice where similar lifespan extensions were reported in once-per-day CR fed in the morning (20%, equivalent to our CR-day-2h group) (9) or ~28% CR when food was consumed during the daytime but closer to the normal active phase at night (9h later than our CR-2h-day and 3h earlier than our CR-2h-night groups) (8). Pak et al. (9) suggest that fasting alone drives the geroprotective effects of CR, which is partially consistent with our results; however, they argue by using a 50% cellulose-diluted diet that 30% CR does not extend lifespan, and they did not test whether the phase or circadian alignment of CR could be a factor. In contrast, we showed that 30% CR without dilution of the diet in the CR-spread group extended lifespan by ~10%; thus, we conclude that 30% CR alone without fasting or circadian alignment accounts for a 10% extension of lifespan. In our study the diets used were identical in all six groups, which mitigates against the confounding effects of diet composition such fiber (cellulose) and uncontrolled grain-base diets (23, 49, 50). Therefore, our conclusions differ with Pak et al. (9) in two ways: first we find that CR alone without fasting can still extend lifespan by ~10% using the same diet; and second we find that fasting contributes in an additive manner to lifespan extension rather driving the effects of CR.

In non-human primates, the effects of CR on longevity have differed between studies performed at the University of Wisconsin (UW) and the National Institute of Aging (NIA); however, many differences in study design, diet and feeding protocols have been documented, and the overall conclusions from a joint consensus is that CR improves health and survival in rhesus monkeys (51–53). CR did not extend lifespan in the NIA study; however, the “AL” control group was longer lived, slightly caloric restricted, food was provided twice a day, and body weights were lower than AL controls in the UW study. In addition, in the UW study, food was provided *ad libitum* during the day from ~8 am to ~4 pm, but food was removed during the night. Thus, in both studies the AL groups were either partially calorie restricted (NIA) or were under a time-restricted feeding protocol (UW), which should be beneficial. Thus, it would be of considerable interest to explore the effects of time-restricted feeding and circadian phase of CR in future studies in non-human primates.

Benefits of circadian alignment of feeding and fasting cycles are widespread across species. They increase lifespan in flies (54), protect against metabolic disorders in mice (17, 18, 55, 56) and promote health in humans (57, 58). We also found that CR promotes widespread metabolic benefits, which include lower body weight with reduced fat content. Furthermore, CR (particularly the longest-lived groups, CR-night) attenuated age-related changes observed under AL by improving glucose homeostasis, insulin sensitivity and hormonal profiles.

Using circadian gene profiling, we found that timing of food intake led to complex genome-wide reprogramming of circadian gene expression in the liver consistent with others (11, 14, 33, 59–61). This emphasizes the importance of considering the sampling time, which is often a snapshot, before concluding whether any intervention increases or decreases the expression of a gene of interest. If a gene has a circadian oscillation, a single snapshot could lead to opposite conclusions depending on time it was taken, particularly in classic CR protocols resembling our CR-day-2h group (1, 7).

Aging was associated with increased expression of genes involved in immune processes and inflammation and decreased expression in genes involved in metabolism and circadian biology. CR treatment restored or attenuated many of these age-related changes in gene expression similar to that reported by the de Cabo (24, 34) and Sassone-Corsi (14) groups. Decreases in circadian amplitude of gene expression with age were reduced by CR. Overall, feeding time and fasting had additive effects on CR-mediated lifespan extension. Together, CR and time restriction of feeding to the night optimally extended lifespan and delayed many of the age-related gene expression changes in immune function, inflammation and metabolism. Further studies are required to determine whether disruption of circadian sleep/wake cycles by daytime feeding also contributes to the day vs. night differential responses in the liver transcriptome and lifespan. Thus, circadian interventions such as timed feeding can enhance the well-known lifespan benefits of CR.

There are many links between the circadian system and aging (20). High-amplitude circadian rhythms correlate with well-being (13, 62, 63), whereas clock dysfunction leads to metabolic disorders, premature aging and reduced lifespan (42, 64–67). During normal aging, rhythms decrease in amplitude and often exhibit a shift in phase (14, 20, 68–72). Interestingly, in both flies and mice, the effects of dietary restriction on lifespan require core circadian clock genes (73–75). The circadian system regulates the majority of metabolic pathways implicated in longevity (3, 4, 13, 22, 32, 59, 76, 77). Molecules known to function in the regulation of lifespan by dietary restriction, such as insulin and IGF-1 (insulin-like growth factor 1), SIRT1 (Sirtuin1), NAMPT (nicotinamide phosphoribosyltransferase), AMPK (AMP-activated protein kinase), PGC-1α (PPARγ coactivator 1), mTOR (mechanistic target of rapamycin), GSK3β (glycogen synthase kinase 3β), are all intricately involved in the molecular mechanisms of circadian clocks (77–89). Importantly, the master circadian transcription factors, CLOCK and BMAL1, have direct gene targets in every fundamental metabolic pathway in the liver (25, 32, 90, 91). Because of these direct links among the pathways involved in aging and longevity, metabolism and the circadian clock, our results demonstrate the importance of timing of CR and indicate that optimizing the phase of circadian gene expression may be a powerful intervention for extending lifespan.

We used C57BL/6J male mice; however, there could be strain and sex-specific responses worth studying further (24, 92), since, for example, ovarian hormones can protect females against dietary challenges that otherwise disrupt circadian rhythms in males (55). In future work, both sexes and multiple genetic backgrounds (92–94) should be used to explore the broader effects of circadian interventions on aging and may support application of circadian-timed interventions in human studies.

## Supplementary Material

Suppl Materials

Supplemental Data table 1

Supplemental Data table 2

Supplemental Data table 3

Supplemental Data table 4

Supplemental Data table 5

Supplemental Data table 6

## Figures and Tables

**Fig. 1.**
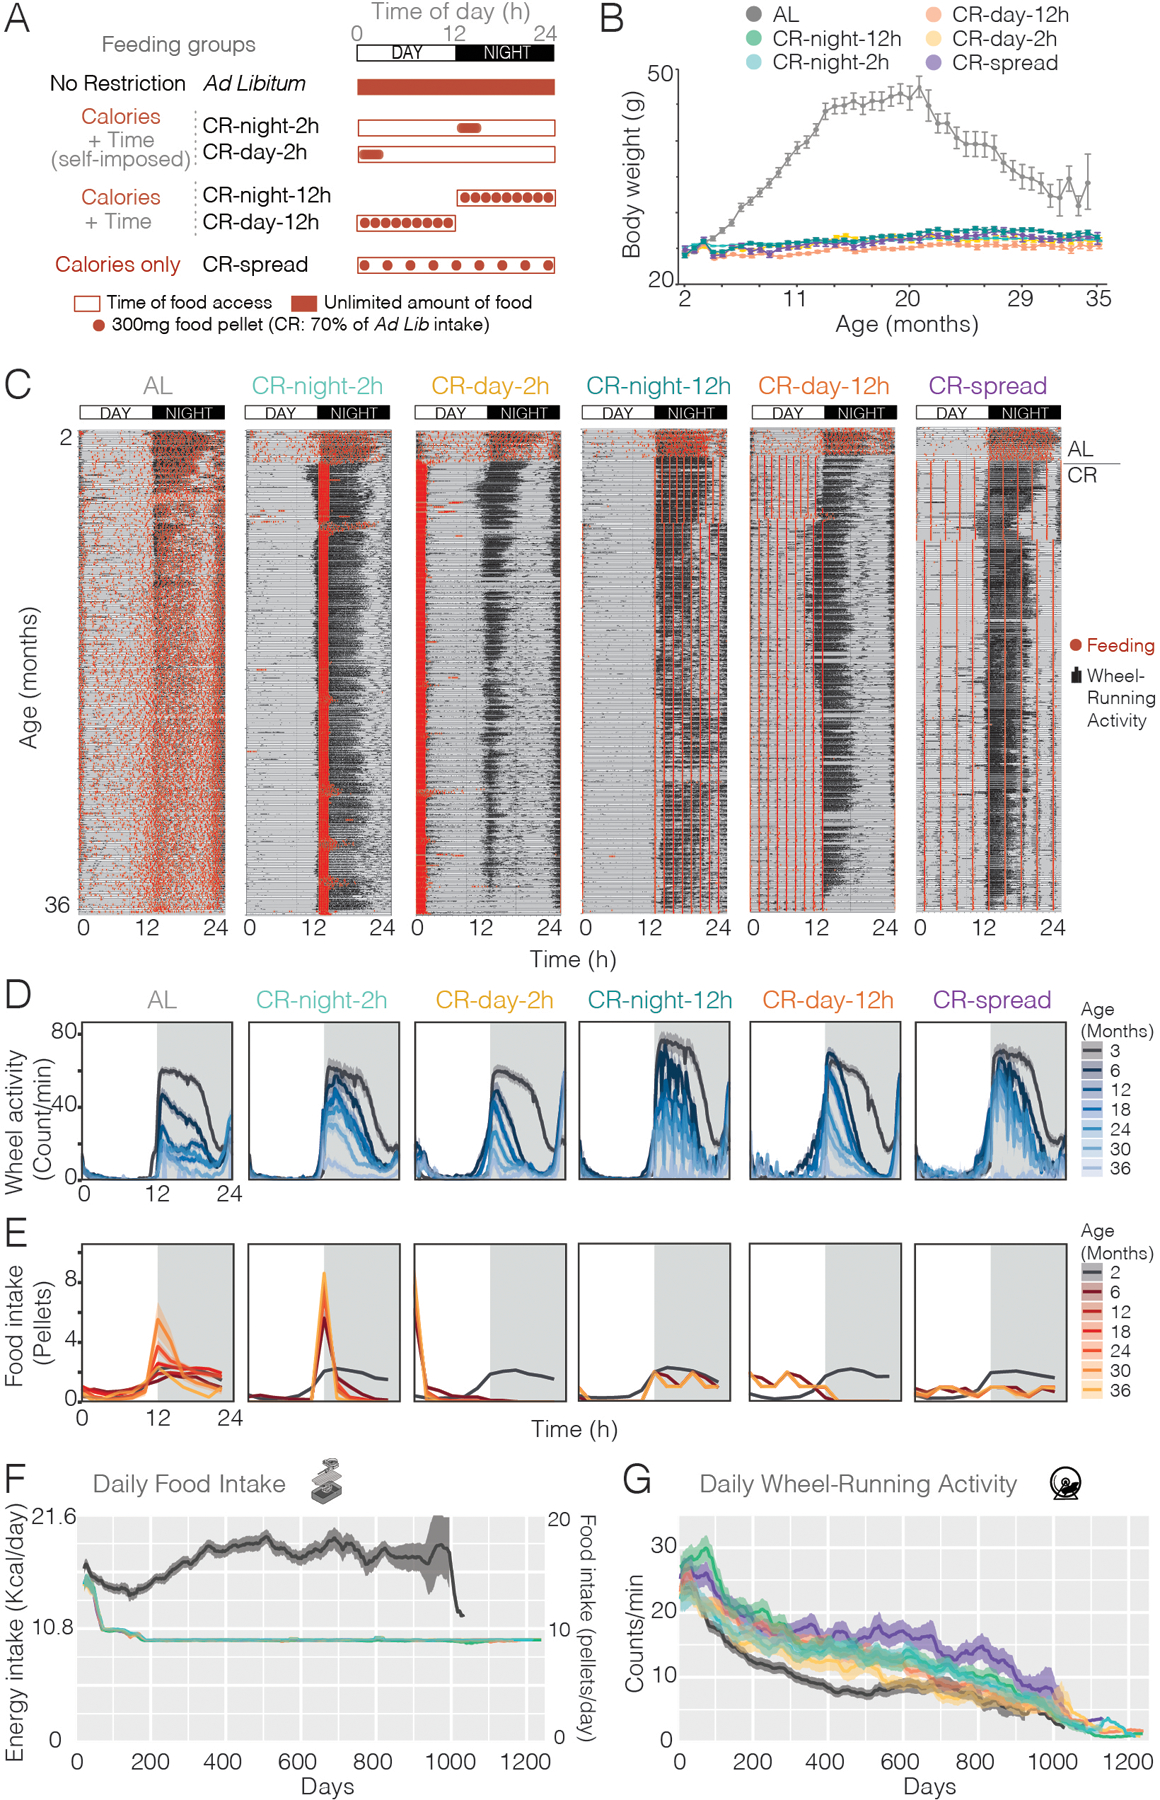
Effects of CR on body weight, circadian behavior and feeding in C57BL/6J male mice. **(A)** Experimental design showing feeding conditions for each of the six groups. **(B)** Average body weights (± SE) of mice in all 6 groups (n = 43 for AL and n = 36 for each of the CR) taken every 3 weeks throughout the experiment. **(C)** Examples of double-plotted actograms from each experimental group overlaying wheel-running (black histograms) and feeding (red dots) behaviors. All mice were on *ad lib* feeding for the first six weeks (period above the line on the right of the actograms) before the CR began. **(D-E)** 24h profile of the wheel-running activity (D) and food intake (E) at different ages (averaged over 21 days, n=36–43 mice) for each group. **(F)** Energy intake per day (left axis) and number of food pellets per day (right axis) for each group throughout the experiment. For AL group, dark line is average, gray shading is SE. All CR groups were limited to 70% of *ad lib* consumption for the first 200 days of age and was not adjusted after 200 days so no variation is observed. **(G)** Daily wheel-running activity (average counts/min over 24 hours ± SE) throughout the experiment.

**Fig. 2.**
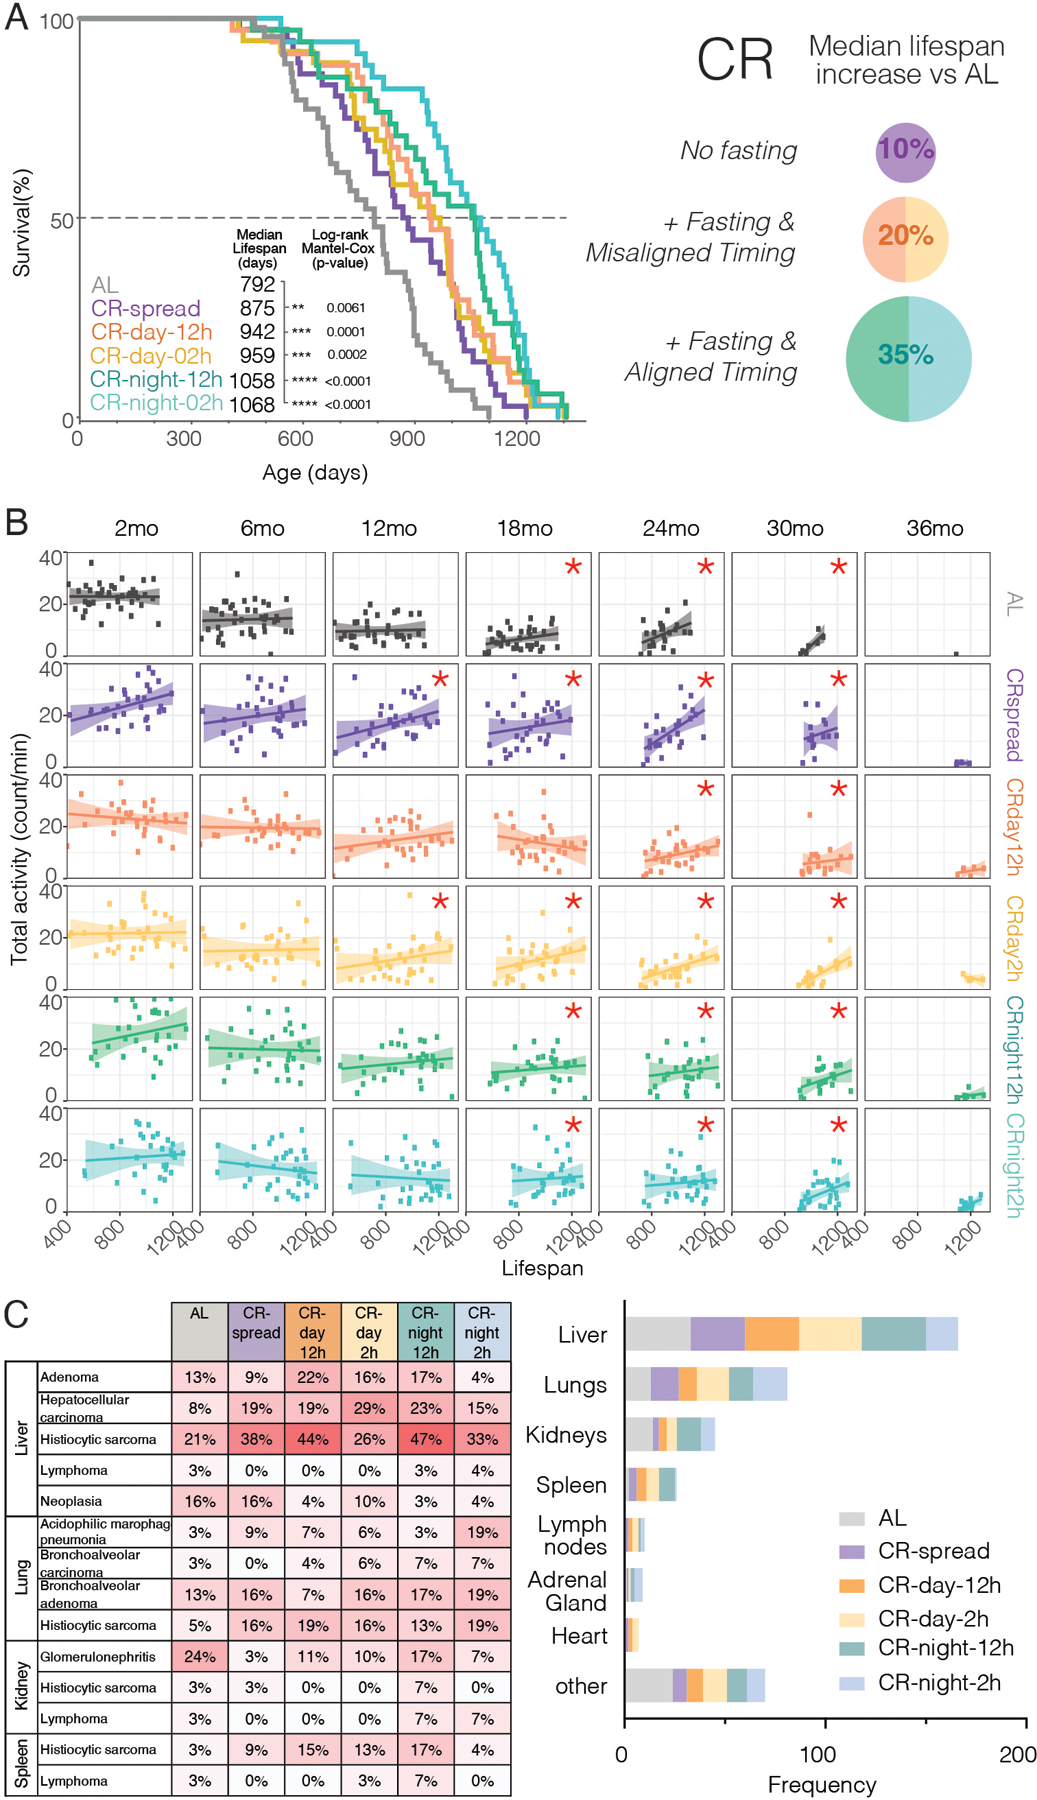
Extent of CR-mediated increases in longevity depend on feeding time. **(A)** Survival curves for each group (n = 43 for AL and n = 36 for each of the CR) are shown in left panel with median lifespan (days) inset. Right panel summarizes the results, showing the increase in lifespan from timed feeding with the largest increase when food is restricted to night. **(B)** Correlation plots comparing lifespan (days) for each mouse with its daily averaged total activity (counts/min) at different ages. Increased activity significantly correlates with longer lifespan in older (but not young) mice in all groups (see asterisks, Spearman correlation). **(C)** Necropsy followed by histopathology results showing pathologies and diseases (left) and tissues mostly affected (right) at time of death for each feeding condition.

**Fig. 3.**
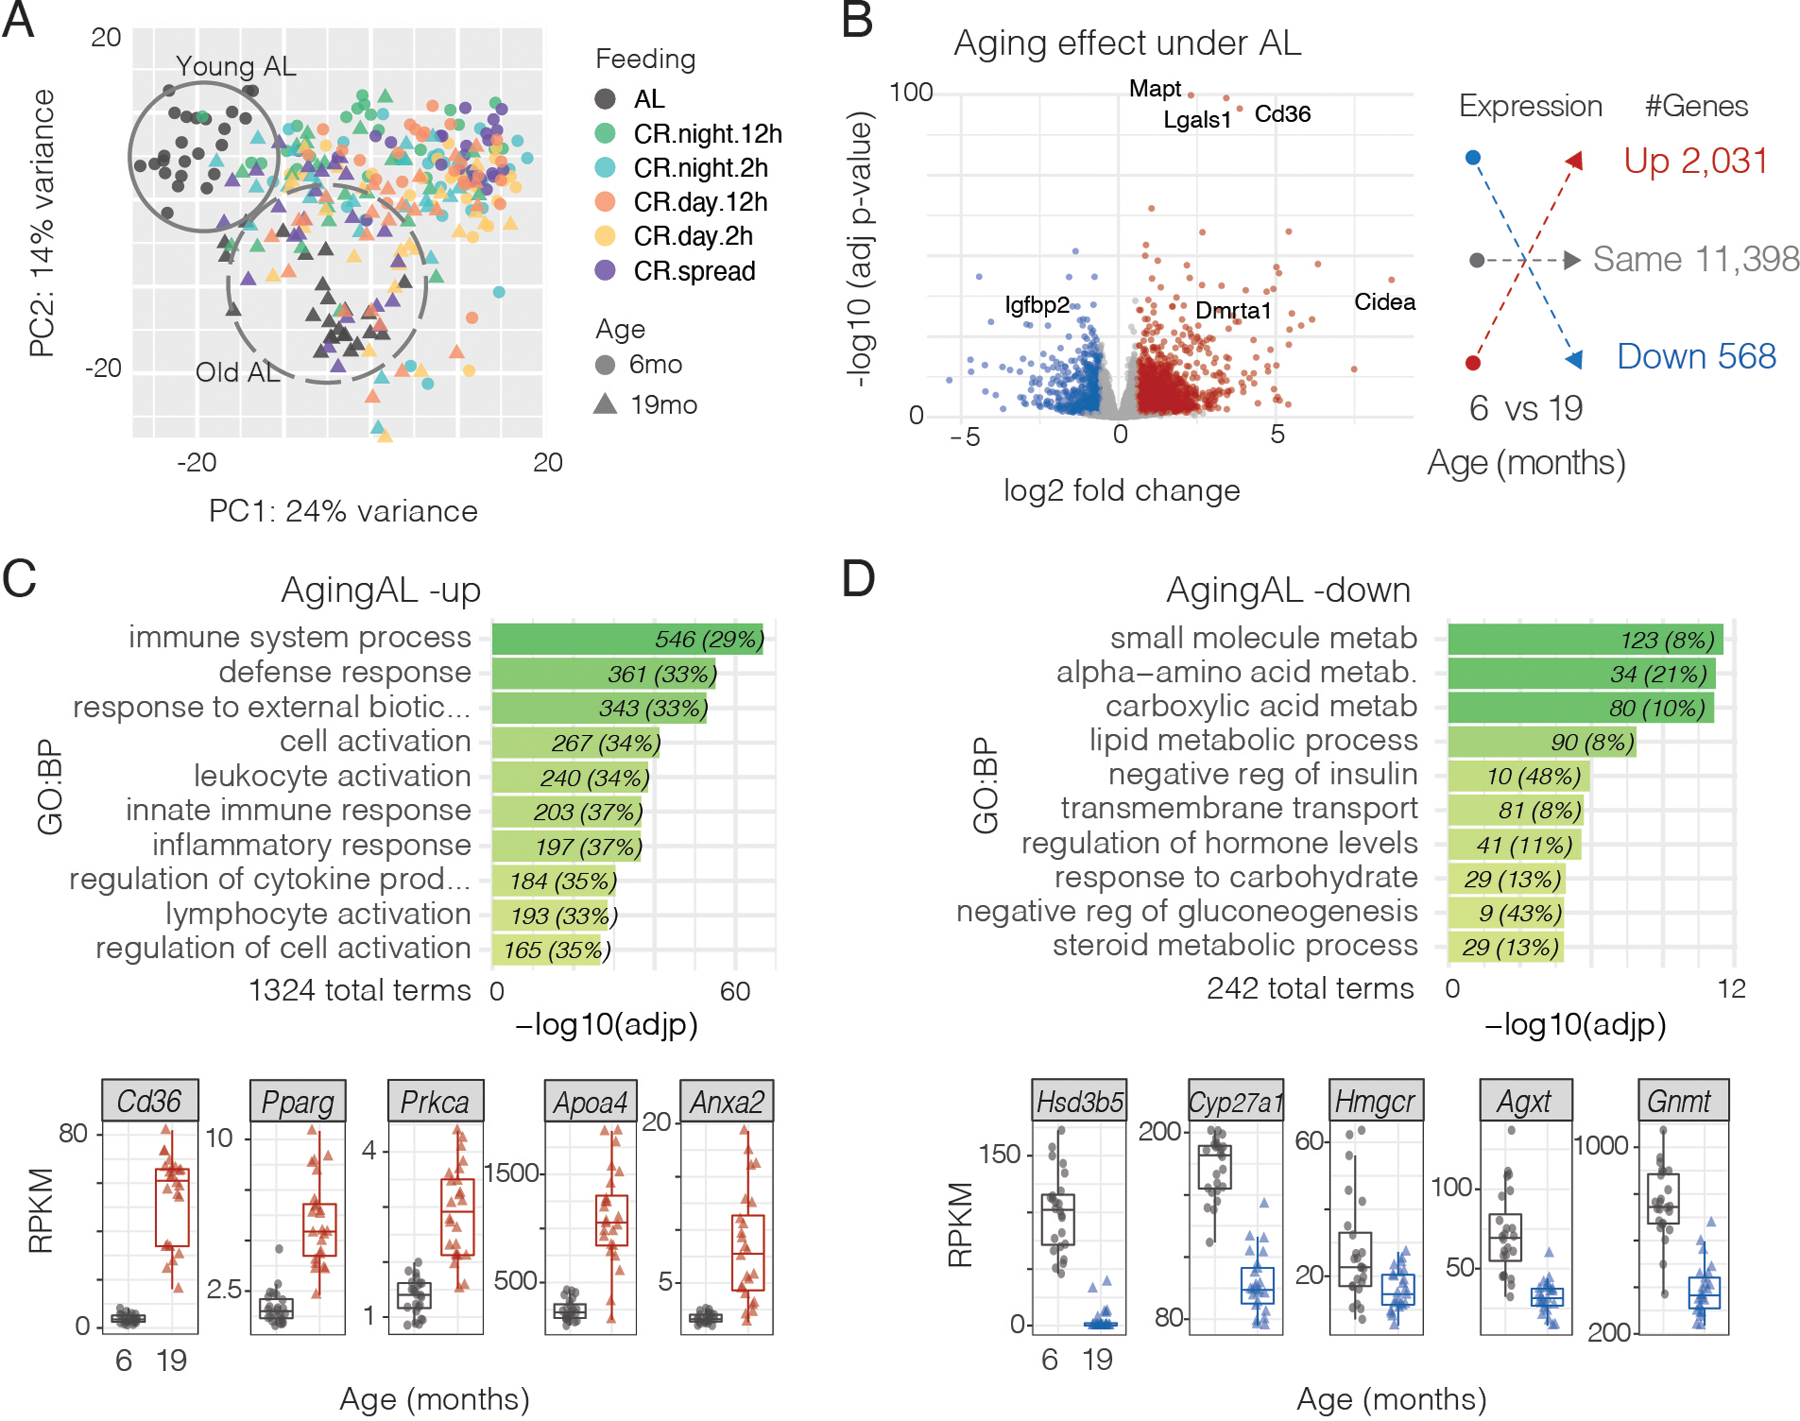
Gene expression signatures in liver change during aging in AL mice. **(A)** Principal component analysis of gene expression from liver mRNA-seq. mRNA-seq data is from 48 mice for each feeding condition (24 from 6 months of age, 24 from 19 months of age), with livers collected every 4 hours over 48 hours while mice were in constant dark. Circles indicate young AL mice (solid line) cluster together while triangle aged AL mice (dashed line) are in a distinct cluster. Liver gene expression data among CR groups cluster together independently of age. **(B)** Volcano plot showing differential gene expression in young vs. aged AL mice. Red denotes genes whose expression is significantly increased in aged AL mice; blue denotes genes that are significantly decreased in old AL mice. The number of mRNAs in each category are shown in the right panel. **(C)** Gene ontology terms of genes that are increased in aged AL mice (top) and examples of gene expression (below; gray = young AL, red = aged AL). **(D)** Gene ontology terms of genes that are decreased in aged AL mice (top) and examples of gene expression (below; gray = young AL, blue = aged AL).

**Fig. 4.**
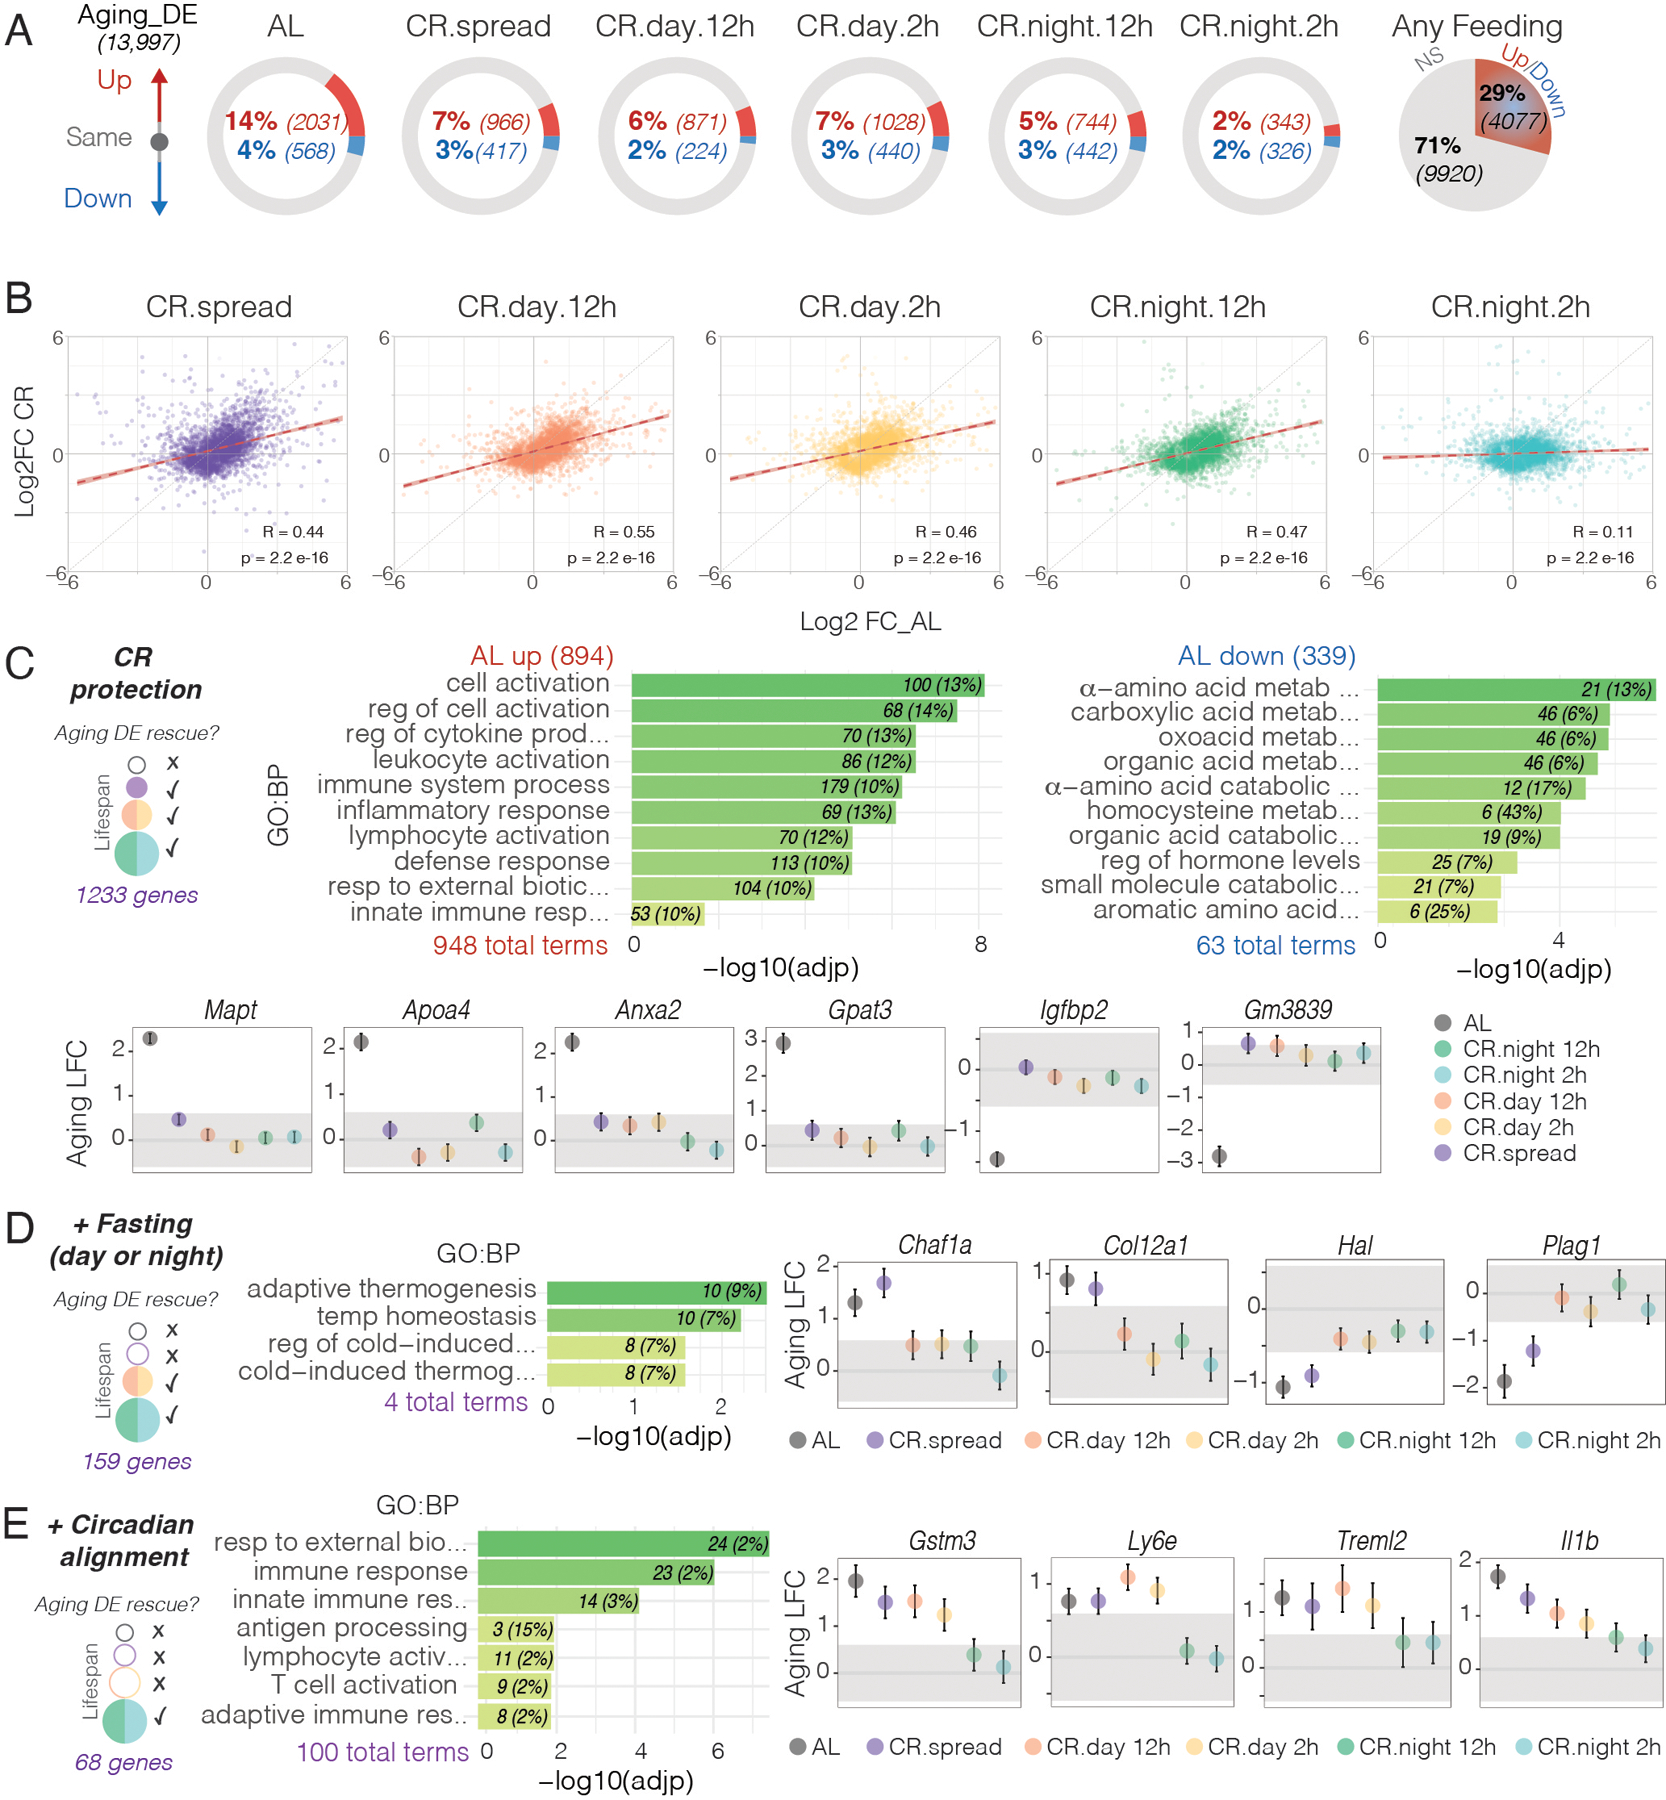
CR ameliorates age-related changes in liver gene expression observed under AL. **(A)** Schematic comparison of differential gene expression between young and old mice in the six feeding conditions. Circles show the percentage of genes that are unchanged between young and aged mice (gray), increased in aged mice (red) and decreased in aged mice (blue). Pie chart on the right shows the percentage of genes susceptible for age-related changes in any feeding condition. **(B)** Spearman correlation plots comparing changes in gene expression between the Aging DE genes between AL and CR groups. (Aging DE genes are defined here as the 4077 genes that change with age in any of the 6 feeding conditions tested). **(C)** Schematic representation of genes that are protected from age-related changes in every CR group (left) with gene ontology terms of those significantly upregulated (middle) or downregulated (right) in aged AL mice. Represented are 10 nonredundant of the top 25 most significant enriched terms. Examples of age-related fold changes (log2FC ± SE) in gene expression are shown below for all feeding conditions. Grey-shaded areas indicate FC < 1.5 considered as not significant change. Schematic representation, gene ontology and representative genes that maintain similar levels between young and old ages due to **(D)** fasting (day or night) and **(E)** circadian alignment of feeding and fasting cycles.

**Fig. 5.**
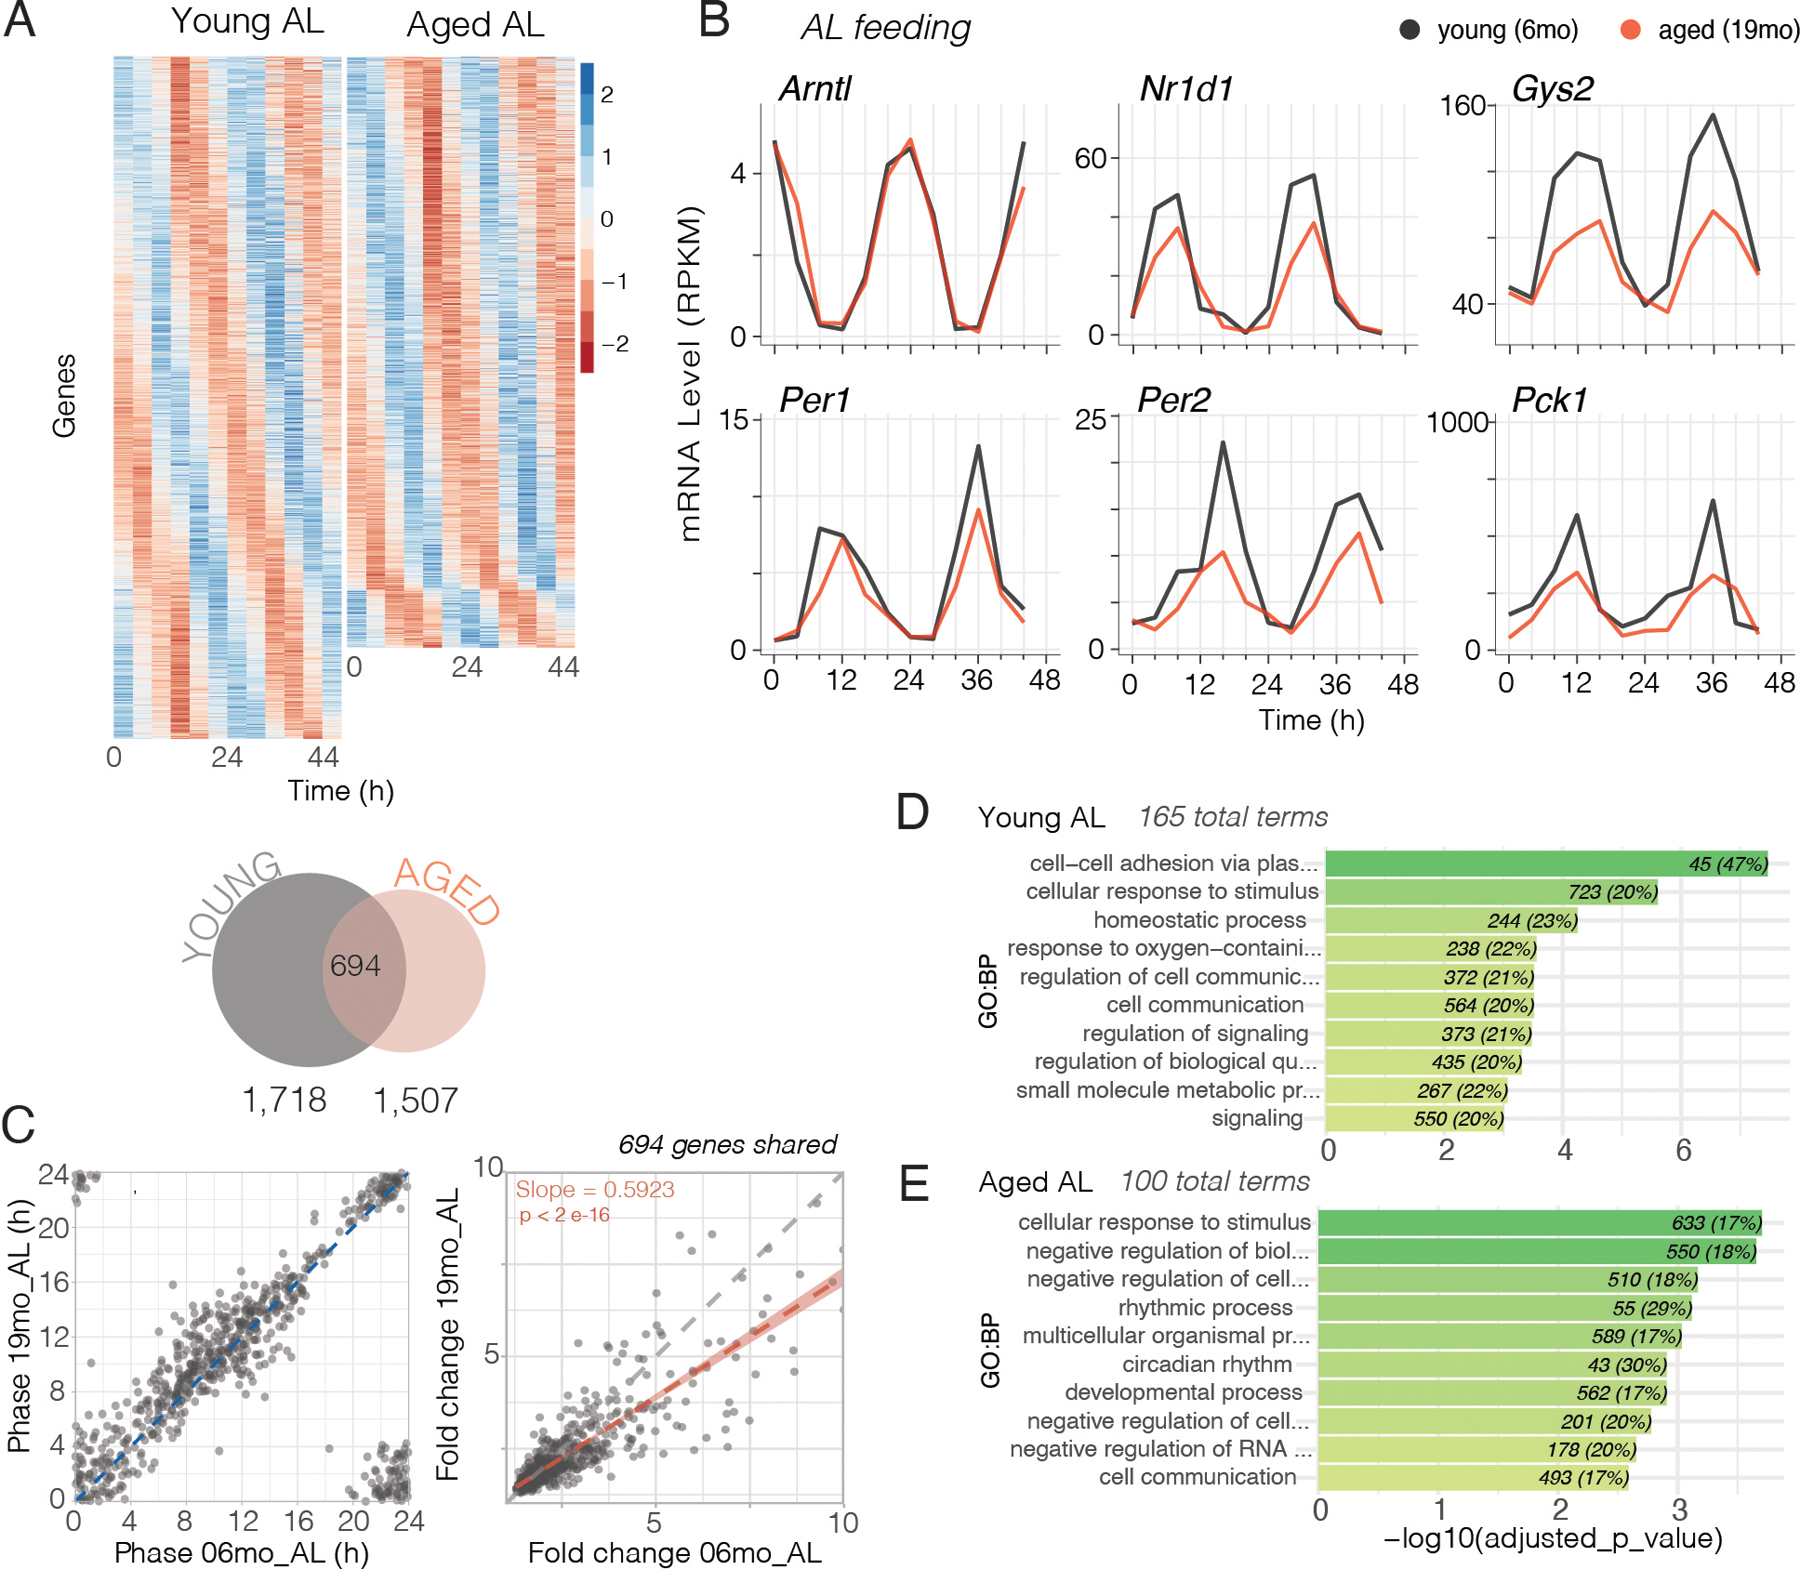
Circadian rhythms in liver gene expression are blunted during aging in AL mice. **(A)** Gene expression patterns from mRNA-seq were analyzed for circadian rhythms using ARSER, JTK_CYCLE (from Metacycle R Package) and RAIN circadian algorithms. Heatmaps (top) sorted by phase of gene expression. Each row is one gene with expression level in z-score at 12 time points (columns). Venn Diagram (bottom) shows the number of rhythmic genes in young (gray) and aged (red) AL livers using stringent criteria (significantly cycling according to three algorithms BH, p and q < 0.05 and Log_2_FC > 0.3) to define rhythmicity. **(B)** Examples of circadian profiles of genes that are rhythmic in both young and aged AL livers (black = young, red = aged). **(C)** Comparison of phase (left, hours) and amplitude (right, daily fold-change) of the 694 genes that were rhythmic in both age groups. The red correlation line (Spearman) and linear regression (slope is statistically different from 1, p < 2e-16) in the fold change comparison indicates that aged animals showed overall reduced amplitude of rhythmic genes. **(D-E)** Gene ontology terms of genes that are cycling in either (D) young or (E) aged AL mice. Represented are 10 nonredundant of the top 25 most significant enriched terms.

**Fig. 6.**
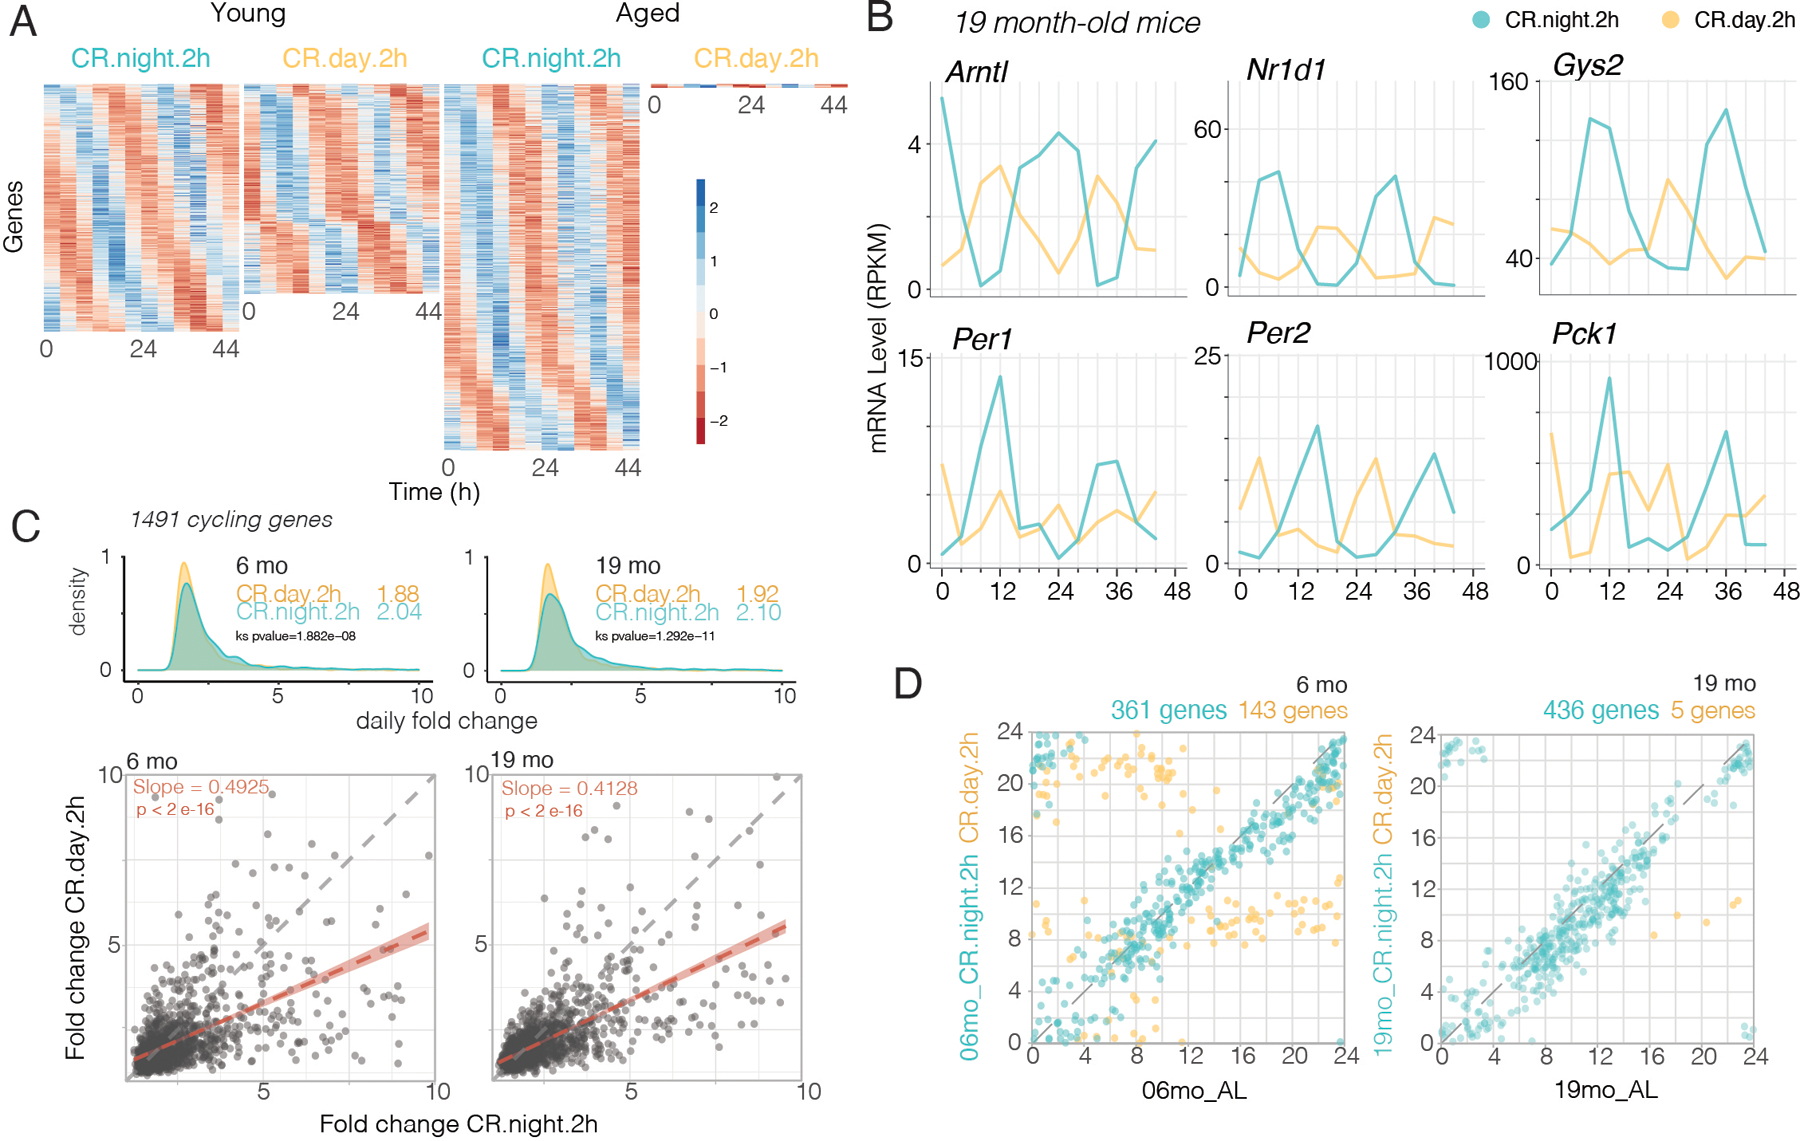
Effects of caloric restriction and phase of feeding on circadian gene expression. **(A)** Gene expression patterns from mRNA-seq were analyzed for circadian rhythms using ARSER, JTK_CYCLE (from Metacycle R Package) and RAIN circadian algorithms. Heatmaps sorted by phase of gene expression. Each row is one gene with expression level in z-score at 12 time points (columns). **(B)** Examples of the circadian profiles of the same genes shown in Fig. 5B, but comparing profiles from CR-night-2h (blue) to CR-day-2h (yellow) aged mice. **(C)** Comparison of circadian amplitude (daily fold-change) of 1491 rhythmic genes from young (left) and aged (right) CR groups. Top panels show amplitude density plots (median amplitude values are inset). Bottom panels are correlation plots comparing amplitude of genes from CR-night-2h to CR-day-2h in young (left) and aged (right) mice. The linear regression lines have slopes that are significantly less than 1 (p < 2e-16). **(D)** Phase correlation plots of rhythmic genes from young (left) and old (right) CR-night-2h-fed (blue) and CR-day-2h-fed (yellow) mice vs. AL fed mice from same ages. Phase is represented in hours. Numbers of shared cycling genes between each CR condition and AL are labeled on top of the correlation plot.

## Data Availability

Data are available in the main text or the supplementary materials. RNA-seq data have been deposited in GSE190939.

How the deposited data were processed for this re-analysis (not part of the article)

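The data are bulk liver RNA-seq libraries of male C57BL/6J mice, 288 in all, from 6 feeding conditions (AL, CR-spread, CR-day-12h, CR-day-2h, CR-night-12h and CR-night-2h), ages of 6 and 19 months, 12 time points from hours 0 to 44 in steps of 4 h, and replicates A and B at each. Each of the 12 groups of feeding condition and age holds 24 libraries. Conditions were taken from the sample labels and the headings of the tables, and no value column was left unmapped. The labels give a light and dark cycle where the paper and the headings state constant darkness.

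The raw counts per gene were made by the authors from TruSeq libraries, with FastQC, cutadapt, STAR and featureCounts named in their processing notes without versions, and were deposited without normalization. The RPKM values were computed by the authors for a part of the genes and deposited as a single table, and the gene lengths and library totals used for them are not stated. The genome build and the annotation are not given in the sources used here. Of the versioned gene identifiers in the files, 83.7% occur in GENCODE M21, and coordinates are printed only for genes whose versioned identifier is the same. Counts were checked to be whole numbers, no 2 libraries were identical, and 44 genes that share a symbol with another were kept apart by identifier. Total counts were 2.80e+06 to 1.87e+07 per library, which leaves the rarest genes below the expression filter, and the biological coefficient of variation was 0.263.

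Genes were kept with edgeR's filterByExpr, 12228 of 21869. Age effects were estimated with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood F tests on a model with a mean for each of the 12 groups and TMM normalization. A change was called at an adjusted p under 0.05 (Benjamini-Hochberg, over the genes of a comparison) and a fold change of at least 1.5. Interactions of age with feeding, and the contrasts between sets of feeding conditions, were tested in the same model with the same thresholds. Gene lists, 40 of them, of which 37 had at least 3 members tested, were compared with all other genes by camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over the lists of a comparison. Slopes and rank correlations of the CR age effects on those of AL were computed across genes called in any feeding condition. Principal components were computed from centred log2 CPM with a prior count of 2, and scores were compared by 2-sided permutation tests with 1e+05 resamples, in which the labels were drawn freely among the 48 libraries compared.

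Named are every gene the paper names or shows in Figs. 3 to 6 and, among genes past both thresholds with a mean of at least 1 CPM in 1 of the 2 groups and the same direction in replicate A, replicate B and both cycles, the 10 that rose most and the 10 that fell most in AL (5 and 5 in the CR groups and for interactions). Named as well are the 4 members of each list with the smallest p, and for cycling the core clock and the 6 genes of Fig. 5B. A few genes that fall under this rule are left out. Genes without a proper name were counted in the ranking and need not be printed, and the values of part of these genes in Data S2 had been seen. Genes mentioned outside this rule were chosen after their values were seen, namely Acta2, Tagln, Mmp2, Oasl2, Gbp3, Ifi27l2a and H2-Aa as members of gene sets and Slco1a1, Elovl3 and Cyp4a12a for a principal component and Usp2 for its daily fold.

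Cycling was tested in each group with edgeR on the raw counts, by an F test of a cosine and a sine term of period 24 h, on 10235 genes, with an adjusted p under 0.05 and the threshold on the daily fold that the paper gives with Data S6. A rank test against 6 cosine templates and a regression on time-point means were run on the authors' RPKM values beside it. Amplitudes were compared between groups with limma on the fitted cosine and sine terms. Phases were compared for genes that cycled in both groups, with a window of 3 h. The clock time of each library was read by matching 19 core clock genes, centred within their group, to their fitted curves in AL at 6 months, and its circular spread was compared between groups by permutation. The main tests were run on counts with changes put in. The age test in AL recovered 97 of 100 genes of 2-fold change with 4 false calls, and the interaction test for CR-night-2h 90 of 100 with 8. The cycling test in AL at 6 months recovered 19 of 100 genes with the smaller rhythm and 67 of 100 with the larger (5 and 47 in the rank test, 8 and 43 in the regression), and the amplitude test 60 of 200, so weak rhythms and small amplitude differences are missed by these tests at the spread simulated. That spread was the one of the fit over all 12 groups, which contains daily variation, so recovery at the spread of AL alone may differ. Clock times were recovered with a median error of 0.356 h at the amplitudes and residual spread of AL at 6 months. The error at the weaker clock rhythms of CR-day-2h was not simulated. Phase comparisons and the permutation tests were not tried on such data.

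The alternatives tried were DESeq2 1.42.0 and its size factors, no filter and a stricter filter (10 counts in as many libraries as there are at 1 age), a fit of only the feeding condition in question, the time point as a covariate, a replicate block, leaving out each replicate, thinning to equal depth, a test against 1.5-fold, no threshold on the fold, and each cycle alone. For cycling they were other models, other tests, other units and pseudocounts. JTK_CYCLE, ARSER and RAIN, which the paper used, were not available here. The copies of Data S2 to S6 at hand are incomplete, so overlaps with them and enrichment tests were left out, and only the 1996 readable entries of AL at 6 months in Data S6 were compared.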

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

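Of the tests in this part, those of a batch shared by all libraries of an age, of the RPKM scale and of sequencing depth were chosen after the results were seen.

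The age effect of many genes differed between AL and each CR group, tested as an interaction, among them 10 to 14 of 20 lipid droplet genes and 16 or 17 of 17 male-biased liver genes. Against AL, the age effect differed for 1477 genes under CR-spread, 1022 under CR-day-12h, 1542 under CR-day-2h, 1445 under CR-night-12h and 2096 under CR-night-2h. When feeding labels were exchanged within each age in fits of the 96 libraries concerned, the real counts of 1626, 1064, 1586, 1551 and 2095 stood against at most 4, 3, 1, 40 and 113, so chance can be excluded for each. In direct tests of the age effect, 58 genes differed between the CR-night pair and CR-spread with CR-day, and 101 between the 4 CR groups with a fast and CR-spread. Between the CR-night pair and the CR-day pair 27 genes differed, and between CR-night-2h and CR-day-2h 24.

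Male-biased liver genes fell with age in AL and rose in CR-night-2h, and female-biased genes did the reverse, a difference between feeding conditions in the same contrast. The median age effect in CR-night-2h minus that in AL was 3.63 on the log2 scale over 17 male-biased genes (camera adjusted p = 1.2e-22, and 0.0044 with an estimated correlation) and -2.16 over 20 female-biased genes (1.9e-09, and 0.13 with an estimated correlation, so that only the male-biased list holds in both). A batch shared by all libraries of an age would move the lists the same way in every feeding condition, but the male-biased median was 1.40 in CR-night-2h and -2.10 in AL. Shared reads between near-identical relatives, as among Mup and many Cyp genes, are argued against by 14 members taken to have no such relatives. Cyp7b1, Cyp17a1 and Cyp39a1 are among these 14. The median difference of the 14 was 2.24 in the direction of their list. A few extreme mice are argued against by the 23 of 24 old CR-night-2h livers above the young median. A difference between AL and CR-night-2h may therefore be biological, which stays a hypothesis. A score of both lists changed by -2.4 with age in AL. It rose by 1.27 in CR-night-2h, by 2.36 in CR-spread and by 0.299 in CR-night-12h (permutation p = 0.44, 14 of 24 above the young median). A rise within the group is therefore not shown in every CR group, although the change in each of these lay above that in AL. A batch particular to a feeding condition and age was not tested, and the design does not separate it.

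The clock time read from 19 core clock genes, relative to the sampling time, varied more between livers of CR-day-2h than of CR-night-2h mice, with a circular SD of 3.50 h in CR-day-2h at 6 months (1.35 h in CR-night-2h, permutation p = 0.00078) and 2.91 h at 19 months (0.88 h in CR-night-2h). By the counts test fewer genes cycled in CR-day-2h than in CR-night-2h at 19 months (2306 and 3448), though not without replicate A (615 and 612), and very few in the rank test on RPKM. The very low number may come from the scale of the RPKM values, which ranged 2.23-fold between libraries relative to TMM with replicate A above B at 12 of 12 times, since the rank test called 23 genes on RPKM and 1248 on TMM counts. Where all libraries are used, the scale does not account for the difference between the feedings, as the night group still had 2.11 times as many genes on TMM counts, and depth does not either, as the ratio was 1.58 after thinning. The paper itself names less sinusoidal waveforms under day and 2-h feeding as a contributor and advises against weighing these counts heavily. With 24 h and 12 h terms, CR-day-2h had 2942 genes and CR-night-2h 4389 at 19 months, and with 6 levels 2979 and 4335. At 6 months the day group had more in both (4025 and 2870, 4155 and 2479). A clock phase that differs between CR-day-2h mice, for which the permutation p at 19 months was 0.0015, stays open as an explanation, but the clock genes of these livers matched the reference less well (median correlation 0.772 and 0.815 at the 2 ages, lowest 0.176 and 0.405, against medians of 0.938 and 0.943 by night), so part of the spread may be uncertainty of the clock time.

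Livers of CR mice differed from those of AL mice of the same age, which the paper shows by principal components and does not count by gene. At 6 months 914 genes differed from AL in CR-spread, 798 in CR-day-12h, 998 in CR-day-2h, 811 in CR-night-12h and 882 in CR-night-2h. At 19 months the numbers were 1223, 1166, 1085, 1525 and 1412, of which most were lower than in AL (956, 846, 706, 1089 and 983).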

How the results depend on the processing

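Of the alternatives reported here, those with the replicate letter as a term within each group, with tests or daily folds on TMM counts or CPM in place of RPKM, with the log2 of the daily fold, and without the 10 genes of largest daily fold were chosen after the results were seen. Over 42 results and their alternatives, 419 values kept their direction and stayed close to the value at the claim (counts within 1.5 times, other values within the spread between replicates), 173 moved further and 4 reversed. For the named genes, 3662 of 3855 values kept direction and side of the threshold, 174 lost the call, 18 gained it and 1 reversed. None of the counts of genes that changed with age, by feeding condition, moved beyond 1.5 times with DESeq2, DESeq2's size factors, the time point as a covariate, thinning to equal depth or a fit of only that feeding condition. Where an alternative changes the threshold on the fold or the number of genes tested, the direction of the change in a count follows from its construction, and for the other changes below the cause was not tested.

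Without a filter on low counts, 2932 genes changed with age in AL and 4809 in any feeding condition, 1496 were called in AL and no CR group, and 164 in AL and CR-spread alone. With a stricter filter the counts were 662 for CR-spread, 490 for CR-day-12h, 63 for the fasting set and 29 for the timing set, and the slope of CR-spread on AL was 0.143. With a test against 1.5-fold, 847 genes changed in AL, 278 in CR-spread, 97 in CR-day-12h, 123 in CR-day-2h, 66 in CR-night-12h and 36 in CR-night-2h, 1060 in any, and the timing set had 6. Slopes over these genes were 0.126 for CR-spread, 0.139 for CR-day-2h, 0.204 for CR-night-12h and -0.0532 for CR-night-2h, the last with its sign reversed. Interactions with age against AL then numbered 393 for CR-spread, 229 for CR-day-12h, 360 for CR-day-2h, 294 for CR-night-12h and 674 for CR-night-2h. Without a threshold on the fold change, 6096 genes changed in AL, 4043, 3573, 5755, 5247 and 3993 in the CR groups in that order, and 10170 in any. The set of AL and no CR group then had 1484 genes, the fasting set 264 and the timing set 103, and the interactions numbered 3513, 2797, 3915, 3604 and 4634.

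From hours 0 to 20 alone, CR-night-12h had 573 genes, the slopes were 0.283 for CR-spread, 0.432 for CR-day-12h and -0.0364, reversed, for CR-night-2h, and the interactions numbered 877 for CR-spread, 432 for CR-day-12h and 831 for CR-night-12h. From hours 24 to 44, CR-spread had 510 genes, CR-day-12h 388, CR-day-2h 580 and the timing set 2. The slopes were then 0.153 for CR-spread and 0.183 for CR-day-12h, and the interactions numbered 751 for CR-day-2h and 1323 for CR-night-2h.

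Without replicate A and without replicate B, in that order, the genes that changed numbered 776 and 430 for CR-day-12h, 492 and 1683 for CR-day-2h, 603 and 1187 for CR-night-12h, 438 and 895 for CR-night-2h and 16 and 28 for the timing set. The slopes were 0.21 and 0.335 for CR-day-12h, 0.144 and 0.272 for CR-day-2h and 0.0939 and -0.0956 for CR-night-2h, where that without replicate B is reversed. The interaction of CR-day-12h with age gave 1115 and 640 genes. With genes called in AL from replicate B and fold changes from replicate A, the slope was 0.156 for CR-spread and -0.131, reversed, for CR-night-2h. Letters A and B name different mice at each age and do not pair them, and the differences between A and B correlated between the ages by 0.0817 in AL, -0.0325 in CR-spread, 0.269 in CR-day-12h, 0.0783 in CR-day-2h, -0.0307 in CR-night-12h and -0.0735 in CR-night-2h. With the letter as a replicate block, 0 of 282 named gene results changed their call, and with the letter as a term within each group 2 lost it, Mup7 in CR-day-12h (adjusted p = 0.056) and mt-Co3 in CR-night-12h (adjusted p = 0.09). Of the named genes, Hbb-bs, a haemoglobin gene that marks red blood cells, reversed without replicate B, with a log2 fold change of -0.053 in AL against 2.22 without replicate A and 0.97 with both.

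Counted by interactions in all 5 CR groups, 472 genes were called in place of those of AL and no CR group. With another CR group in place of CR-spread the fasting set had 59 genes for CR-day-2h, 51 for CR-night-12h and 40 for CR-night-2h. With another pair in place of the CR-night pair the timing set had 9 genes for CR-spread and CR-day-12h, 2 for CR-spread and CR-day-2h, 6 for CR-spread and CR-night-12h, 5 for both CR-day groups, 13 for CR-day-12h and CR-night-12h, 18 for CR-day-12h and CR-night-2h and 7 for CR-day-2h and CR-night-12h. The first component held 22.4% of the variance with the 500 most variable genes and 12.9% with genes at unit variance. With correlations between genes estimated from the data, camera passed 1 list in AL, 3 in CR-spread, 0 in CR-day-12h, 0 in CR-day-2h, 0 in CR-night-12h and 0 in CR-night-2h, against 23, 16, 24, 14, 9 and 8 of 37 with the preset correlation.

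For cycling, terms of 24 h and 12 h together called 2654 genes in AL at 6 months, 2542 at 19 months and 1419 at both ages. With time of day as 6 levels, 2218 genes cycled in AL at 6 months and 1296 at both ages. The rank test on RPKM called 2601 and 2468 genes in AL at 6 and 19 months, 1197 at both, 1249 and 23 in CR-day-2h, and 1091 and 1851 in CR-night-2h. The regression on RPKM called 1320 genes at both ages in AL, 620 and 30 in CR-day-2h and 716 and 1378 in CR-night-2h. All 3 tests together called 2133, 1768 and 909 in AL, 537 and 9 in CR-day-2h and 574 and 1154 in CR-night-2h. After thinning to equal depth 2550 genes cycled in AL at 19 months and 1401 at both ages. On TMM counts the regression called 2274 genes in AL at 19 months and 1433 at both ages, 1169 and 780 in CR-day-2h and 1993 and 1838 in CR-night-2h. All 3 tests with TMM counts called 2008 and 1169 in AL, 1103 and 636 in CR-day-2h and 1689 and 1671 in CR-night-2h. In CR-day-2h at 19 months the rank test called 1248 genes on TMM counts and 918 on CPM. Without replicate A and without replicate B the counts test called 2152 and 3039 genes in AL at 6 months, 861 and 2346 at 19 months and 646 and 1241 at both ages, 638 and 505 and 615 and 910 in CR-day-2h at the 2 ages, and 843 and 1186 and 612 and 1890 in CR-night-2h.

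The ratio of the median daily folds of CR-night-2h over CR-day-2h at 6 months, 1.009 at the claim, lies close to 1 and fell under it with the daily fold from TMM counts, at 0.9939, or 0.994 on the genes called as reported, and with the rank test on CPM, at 0.9938. It was 1.003 with 24 h and 12 h terms, 1.001 with 6 levels, 1.034 with the rank test, 1.057 with the regression, 1.071 with all 3 tests, 1.098 and 1.093 without replicate A and without replicate B, and 1.016 after thinning. On TMM counts it was 1.005 with the rank test, 1.022 with the regression and 1.031 with all 3, and it was 1.072 for the fitted log2 range, 1.016 with a mean RPKM of at least 1 and 1.016 for the log2 of the daily fold. At 19 months, where it was 1.043, the values that moved were 1.104 with all 3 tests, 1.092 and 1.028 without replicate A and without replicate B, 1.088 with the rank test on CPM and 1.173 for the fitted range. The phase of CR-night-2h relative to AL was 0 h at both ages with the rank test on RPKM, TMM counts or CPM, whose peaks fall on steps of 4 h, and -1.07 and -0.404 h at 6 months and -0.721 and -0.965 h at 19 months without replicate A and without replicate B. The phase of CR-day-2h relative to AL was -10.6 and -5.31 h at 6 months without replicate A and without replicate B. At 19 months it was 12 h with the rank test on any of the 3 units, 11.4 h with the regression, 11.5 h with all 3 tests and 11.1 and 12 h without replicate A and without replicate B. The slope and phase shift of AL between the ages stayed within the spread between replicates under every alternative run for them, a spread that is wide for the slope (SD 0.417 between replicates A and B). Depth limits the rhythms more than the changes with age: thinning took the cycling genes of AL at 6 months from 4001 to 2804 and the genes that changed in AL from 1872 to 1816.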

Differences from the paper's values

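Of the alternatives in this part, only all 3 cycling tests with TMM counts were chosen after the results were seen. A count or percentage is taken to differ where it lies more than 1.5 times from the paper's and further than the spread between the replicates, and a slope or correlation where it lies further than that spread or the last digit printed.

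Under AL the paper reports 2031 genes that rose with age, and 1325 rose here. The difference closes with DESeq2 (1426), DESeq2's size factors (1422), no filter (2197), only this feeding in the fit (1386), without replicate A (1400) and without a fold threshold (3001). It stays with the strict filter (852), the time point as covariate (1342), the replicate block (1330), without replicate B (1263), thinned to equal depth (1281), in the test against 1.5-fold (651), in hours 0 to 20 (1197) or in hours 24 to 44 (1256).

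For the genes called in AL and CR-spread alone the paper gives 159, against 96 here. The difference closes with no filter (164), only this feeding in the fit (119), without replicate A, without replicate B (129) and in hours 0 to 20 (113). It stays with DESeq2 (100), its size factors (95), the strict filter (63), the time point as covariate (96), the replicate block (95), thinning (87), the test against 1.5-fold (77), hours 24 to 44 (64) and no fold threshold (264).

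Spearman's rho of the age effects in CR-spread with those in AL is about 0.44 in Fig. 4B, read by eye, and 0.432 here, a gap larger than the spread between replicates (0.0027) in each of the 15 settings (0.273 to 0.473), but too small at the value here to be told from a reading by eye, so no difference is shown. The first component holds about 24% of the variance in Fig. 3A and the second about 14%, read by eye, against 14.9% and 8.94% here. With the 500 most variable genes they hold 22.4% and 17.2%, which closes the difference, and at unit variance 12.9% and 8.50%, which does not.

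The paper gives 1718 cycling genes in AL at 6 months, against 4001 here by a different test. With time of day as 6 levels (2218), all 3 tests (2133) and without replicate A (2152) the difference closes. It stays with 24 h and 12 h terms (2654), the rank test (2601), the regression (3007), no fold threshold (4037), no filter (4000), without replicate B (3039), the replicate block (4541) and thinning (2804). At 19 months the paper gives 1507, against 3892 here. The difference closes with 24 h and 12 h terms (2542), the rank test (2468), all 3 tests (1768), without replicate A (861), without replicate B (2346) and thinning (2550), as the spread between replicates is large. It stays with 6 levels (2663), the regression (2652), no fold threshold (3963), no filter (3911) and the replicate block (4048). All 3 tests with TMM counts, chosen after the values were seen, gave 2008 genes at 19 months, and how many of the paper's genes it drops cannot be counted without the full Data S6.

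At both ages in AL the paper counts 694 genes, against 2344 here. All 3 tests (909) and leaving out replicate A (646) close the difference, and 24 h and 12 h terms (1419), 6 levels (1296), the rank test (1197), the regression (1320), no fold threshold (2389), no filter (2349), leaving out replicate B (1241), the replicate block (2659) and thinning (1401) do not. For the union of the 4 groups fed for 2 h the paper gives 1491, against 6392 here. The regression (2114), all 3 tests (1766) and leaving out replicate A (1900) close the difference. The rank test (3046), leaving out replicate B (3049), thinning (5314), no filter (6393), no fold threshold (6394), the replicate block (6513), 6 levels (6827) and 24 h and 12 h terms (6913) do not.

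In CR-day-2h at 19 months the paper counts 7 cycling genes, against 2306 here, and the rank test (23), the regression (30) and all 3 tests (9) come close to it, while 24 h and 12 h terms (2942), 6 levels (2979), no fold threshold (2306), no filter (2305), leaving out replicate A (615) or B (910), the replicate block (2540) and thinning (1643) do not. Of these the paper has 5 shared with AL, against 1054 here. The rank test (18), the regression (18), all 3 tests (8) and leaving out replicate A (127) count as closing the difference. No other setting does. They count only because the spread between replicates is wide, with 127 genes without replicate A and 346 without replicate B. Each of these values still lies above the paper's 5, and that without replicate A far above it. Read by eye from Fig. 6D, CR-night-2h shares about 360 genes with AL at 6 months and about 440 at 19 months, and CR-day-2h about 140 at 6 months, against 2177, 2084 and 1486 here. For the night group the difference closes with the regression (504 and 857), all 3 tests (396 and 676) and without replicate A (525 and 324). For the day group it closes with all 3 tests (178). No other setting closes it for either group. At 19 months the regression and all 3 tests by night count only through the spread between replicates. That spread is wide, with 324 genes without replicate A and 943 without replicate B.

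The slope of the daily folds in CR-day-2h on those in CR-night-2h at 6 months is about 0.49 in Fig. 6C, read by eye, and 0.748 here. With the fitted log2 range it is 0.477, and with every other setting the difference stays (0.085 to 3.07).

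Among directions, the paper lists Got with the genes that fell in AL. Here Got1 fell (log2 fold change -0.88, not past the test without replicate A), and Got2 did not pass (-0.088, adjusted p = 0.16). The paper has lower amplitudes in old AL mice for 3 of 4 clock genes and for Gys2 and Pck1. Here none of these passed limma's test of the difference after adjustment (Gys2 had an unadjusted p of 0.021), the fitted ranges of Arntl, Nr1d1, Per1, Per2 and Gys2 were lower and that of Pck1 was higher at 19 months (2.45 against 2.19), and the daily fold was lower for all 6. The paper states that aging did not shift the phases of the genes that cycled at both ages, and the median shift here was 1.07 h. It was 0.722 h with all 3 tests, 0 h with the rank test, 0.13 h without replicate A and 1.9 h without replicate B. With samples every 4 h and no test of the shift, a difference from the paper is not shown.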

Other observations

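Of the tests in this part, those of the daily-fold slope and of other pairs of CR groups in the timing set were chosen after the results were seen, and the comparisons of CR with AL livers of the same age go beyond the paper's principal components.

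Caloric restriction had already shifted the sex-biased genes of the male liver at 6 months. In every CR group all 17 male-biased genes, among them Serpina1e, Mup7 and Hsd3b5, were lower and all 20 female-biased genes, among them Cyp2b9, higher than in AL livers of that age (camera adjusted p of 3.5e-22 or less for the male-biased list, and 0.01 or less with an estimated correlation, against 1.8e-19 and 0.019 for the female-biased list). A score of both lists was 2.82 ± 0.581 in AL at 6 months and 0.425 ± 0.789 at 19 months (SD, n = 24), and all 24 old AL livers lay below the young median (permutation p = 1e-05, the smallest these permutations can give). At 6 months the score of the CR groups was lower than that of AL by differences of -4.22 in CR-spread, -3.73 in CR-day-12h, -3.82 in CR-day-2h, -2.91 in CR-night-12h and -3.86 in CR-night-2h, with the same p in each. At 19 months only CR-spread differed from AL after adjustment, by 0.532 (adjusted p = 0.025).

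Of 10 sinusoidal endothelial genes, 9 fell with age in CR-spread, 5 in CR-day-12h, 6 in CR-day-2h, 4 in CR-night-12h, 6 in CR-night-2h and none in AL. Lyve1, a hyaluronan receptor of these cells, rose by 0.66 in AL (adjusted p = 0.0023 from edgeR's quasi-likelihood test), though not past the test without replicate B (0.19, adjusted p = 0.56) or in hours 24 to 44 (adjusted p = 0.12), and had log2 fold changes of -1.16 to -0.79 in the CR groups. The age effect of 10, 5, 8, 8 and 6 of 10 members was lower than in AL in CR-spread, CR-day-12h, CR-day-2h, CR-night-12h and CR-night-2h, with camera adjusted p of 1.6e-06 or less, and with an estimated correlation only CR-spread passed (adjusted p = 0.035). Mitochondrially encoded genes rose in 9 of 13 tested under CR-day-2h, 10 under CR-night-12h and 10 under CR-night-2h, though camera passed no list in these groups with an estimated correlation. mt-Nd2 had log2 fold changes of 1.32 under CR-night-12h (adjusted p = 4.1e-24) and 0.37 under AL.

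Many genes that rise or fall with age in AL already had their aged direction in young CR mice. Of the 1872 genes called in AL, 16.9% in CR-spread, 15.9% in CR-day-12h, 21% in CR-day-2h, 12.9% in CR-night-12h and 25.1% in CR-night-2h differed from young AL mice in the direction of aging. The counts, 316, 297, 394, 241 and 470 genes, exceed those of independent sets (68.7, 55.9, 78.6, 60.9 and 77.1), and those in the opposite direction were 141, 185, 103, 154 and 34. With the AL libraries split by replicate letter, so that age and feeding effects share no library, they were 289, 268, 356, 211 and 407 or 249, 249, 315, 190 and 328, against 174, 180, 115, 184 and 62 or 107, 150, 98, 116 and 26 in the opposite direction, so that CR-night-12h leans little to the aged direction in the first split. At 19 months 854, 777, 686, 1077 and 961 of the 1872 genes differed from old AL mice in the direction opposite to aging, against 26, 48, 59, 22 and 31 in that of aging. These counts share the old AL libraries with the choice of the genes, which favors the opposite direction, so the parts of the levels at 6 and at 19 months in the smaller change under CR are not separated here.

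Chance can be excluded for the numbers of genes that changed with age. In 39 random divisions of the libraries of each feeding condition into 2 age groups, at most 244 genes were called in AL against 1872, 7 in CR-spread against 1040, 40 in CR-day-12h against 816, 207 in CR-day-2h against 1129, 4 in CR-night-12h against 944 and 187 in CR-night-2h against 548. For any feeding condition the highest was 260 against 2986, and for the genes of AL and no CR group 241 against 870, so that 1 of 40 divisions, the real one, was as large in each case. Divisions that call few genes in the CR groups leave nearly every AL gene in the set of AL and no CR group. The count of this set therefore excludes chance for the change in AL and not for its absence under CR. For the fasting and timing sets the highest was 0 against 96 and 57 (1 of 40 as well), but divisions that call so few genes in CR-spread leave almost none to share, so this excludes chance for the presence of such genes and not for the groups that define the sets, where other single CR groups gave 40 to 81 genes and other pairs up to 60. It can be excluded as well for the cycling genes, where 39 shuffles of the time labels called at most 3 and 5 genes in AL at the 2 ages against 4001 and 3892, 74 and 39 in CR-night-2h against 3363 and 3448, and 6 and 22 in CR-day-2h against 3168 and 2306. For amplitudes, exchanges of the labels gave at most 1 gene at 6 months and 0 at 19 months for CR-night-2h against CR-day-2h, where 211 and 213 were called in fits of 48 libraries. For AL between the ages 12 genes were called in such a fit and 3 of 100 divisions were as large, with 92 genes in the highest, several times the real count. The cause of so high a count was not tested. The fit of all 288 libraries called 0 (81 higher and 240 lower at unadjusted p under 0.05).

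The slope of the daily folds of AL at 19 months on those at 6 months, 0.592, may come from damping of the genes of largest amplitude, but the tests here cannot single this out. Exchanges of the age labels gave a slope as low in 29 of 101 (lowest 0.225), so chance cannot be excluded for the slope itself. That it comes from a few genes of very large daily fold stays open, as it was 0.291 without Npas2 but 0.591 without all 10 genes of largest daily fold. On the log2 scale, where single genes weigh less, the slope was 0.747, below all 100 exchanges (lowest 0.7585, median 0.8823), and the reverse slope was 1.049. Exchanges mix the ages in both groups. Any age difference that makes the folds less alike would therefore also put the real slope below them. The log2 slope thus cannot tell damping of the genes of largest amplitude from other age differences, and limma called no single gene. Whether cycling genes in general had a lower amplitude cannot be told apart from no change, as the ratio of the median daily folds was 0.987 and 40 of 100 exchanges were as low.

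A hypothesis was that sex-biased genes, which move apart between AL and CR-night-2h, bring the slope of CR-night-2h on AL near 0. Without the members of both lists, 37 of the 2986 genes, the slope was 0.0348, so the listed members do not account for it. Of 107 genes called in opposite directions in AL and CR-night-2h, 17 are in the lists. Sex-biased genes outside the lists were not removed, so their part in the slope stays untested. Another was that the timing set is specific to the CR-night pair, but 60 genes were called in the same way for CR-day-2h with CR-night-2h. That interferon response genes rise less with age in night-fed than in day-fed mice may underlie part of the timing set, since their median difference was -0.842 or lower in each of the 4 pairings of a CR-night with a CR-day group. The test of the CR-night pair minus the CR-day pair called 7 of 19 members lower (camera adjusted p = 1.5e-12, and 0.24 with an estimated correlation). With an estimated correlation the p from camera was 0.27, 0.45, 0.024 and 0.057 for these pairings, and few livers carry the rise, as 6, 6, 8, 7 and 2 of 24 old livers in CR-spread, CR-day-12h, CR-day-2h, CR-night-12h and CR-night-2h lay above the highest young liver, against 17 in AL. The smaller rise by night also includes a higher level in young livers. At 6 months the mean score of the list was -0.342 in CR-night-12h and -0.00552 in CR-night-2h, against -0.642 in CR-day-12h and -0.435 in CR-day-2h. At 19 months the scores were 0.0768, -0.0591, 0.257 and 0.263 in the same order.

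Replicates A and B of the same group differed in some groups by many genes, 1339 in AL at 6 months, 592 in CR-spread at 6 months and 284 in CR-day-2h at 19 months, and by fewer than 150 in each other group. The number in AL at 6 months exceeds that of the genes that changed with age in each of the 5 CR groups. Divisions of both ages by replicate letter called at most 59 genes, but the differences between the letters hardly correlate between the ages except in CR-day-12h (0.269 there and -0.0735 to 0.0817 in the other groups), so they can average out in such a division and an effect of the letter on the age results is not excluded.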
